# Pias3 is necessary for dorso-ventral patterning and visual response of retinal cones but is not required for rod photoreceptor differentiation

**DOI:** 10.1242/bio.024679

**Published:** 2017-05-11

**Authors:** Christie K. Campla, Hannah Breit, Lijin Dong, Jessica D. Gumerson, Jerome E. Roger, Anand Swaroop

**Keywords:** Cell type specification, Gene regulation, Mouse knockout, Retina development, SUMOylation, Vision

## Abstract

Protein inhibitor of activated Stat 3 (Pias3) is implicated in guiding specification of rod and cone photoreceptors through post-translational modification of key retinal transcription factors. To investigate its role during retinal development, we deleted exon 2-5 of the mouse *Pias3* gene, which resulted in complete loss of the Pias3 protein. *Pias3^−/−^* mice did not show any overt phenotype, and retinal lamination appeared normal even at 18 months. We detected reduced photopic b-wave amplitude by electroretinography following green light stimulation of postnatal day (P)21 *Pias3^−/−^* retina, suggesting a compromised visual response of medium wavelength (M) cones. No change was evident in response of short wavelength (S) cones or rod photoreceptors until 7 months. Increased S-opsin expression in the M-cone dominant dorsal retina suggested altered distribution of cone photoreceptors. Transcriptome profiling of P21 and 18-month-old *Pias3^−/−^* retina revealed aberrant expression of a subset of photoreceptor genes. Our studies demonstrate functional redundancy in SUMOylation-associated transcriptional control mechanisms and identify a specific, though limited, role of Pias3 in modulating spatial patterning and optimal function of cone photoreceptor subtypes in the mouse retina.

## Abstract (precis)

**Summary:** Loss of Pias3 in mice results in altered dorso-ventral patterning of retinal cone photoreceptors by modulating the expression of a subset of genes, but does not affect rod development.

## INTRODUCTION

The vertebrate retina is designed to maximize the capture, integration, and transmission of visual information and consists of a stratified architecture with three cellular layers that include six neuronal cell types (Lamb, 2013). The response to light is initiated by rod and cone photoreceptors, which are distinguished by the type of opsin visual pigment they possess. Rod photoreceptors contain rhodopsin and can respond to even a single photon, thereby mediating dim light vision. In contrast, cone subtypes are defined by opsin pigments of distinct spectral properties and mediate daylight and color vision. Recent studies indicate that evolution of rod-dominance provided adaptive advantage to early mammals (Kim et al., 2016a). The spatial distribution of cone subtypes varies by species (Viets et al., 2016). Only about 3% of photoreceptors in the mouse retina are cones, with two subtypes that express opsins maximally sensitive to medium (M-opsin) or short (S-opsin) wavelengths of light (Nikonov et al., 2006). M- and S-opsin expression exhibits a dorsoventral gradient in the mouse retina, with most cones expressing varying amounts of both visual pigments (Applebury et al., 2000; Bumsted and Hendrickson, 1999).

The differentiation of photoreceptors from multipotent retinal progenitor cells is orchestrated by the combinatorial and synergistic or antagonistic action of a small number of transcription factors (Brzezinski and Reh, 2015; Cepko, 2014; Swaroop et al., 2010). Retinal progenitors expressing Otx2 have the potential to differentiate into bipolar or photoreceptor cells, whose fates are further restricted by Vsx2 and Prdm1, respectively (Brzezinski and Reh, 2015). The post-mitotic precursors expressing downstream factors, such as Crx, Rorβ, Nrl, and Nr2e3, differentiate as rod photoreceptors, whereas those expressing Crx and Rorβ develop as S-cones by default unless they are redirected to an M-cone fate by Trβ2 and Rxrγ (Ng et al., 2001, 2011; Roberts et al., 2005; Swaroop et al., 2010; Oh et al., 2008). Differential patterning of opsins is not induced until several days after the expression of these regulatory factors, suggesting that additional downstream mechanisms are needed to establish the dorsoventral expression gradient of M- and S-opsin pigments (Ng et al., 2001; Onishi et al., 2010; Roberts et al., 2005).

Post-translational modifications, such as phosphorylation and SUMOylation, can modulate the activity of transcription factors (Seet et al., 2006), including the two key photoreceptor-specific transcription factors Nr2e3 and Nrl (Roger et al., 2010; Swain et al., 2001). SUMOylation is a reversible modification involving the conjugation of SUMO protein to lysine residues and is associated with changes in the localization and/or function of target proteins (Chymkowitch et al., 2015; Geiss-Friedlander and Melchior, 2007; Lyst and Stancheva, 2007). Several SUMO pathway genes are expressed in the retina and implicated in photoreceptor development and disease (Abad-Morales et al., 2015). E3 SUMO ligase protein inhibitor of activated STAT 3 (Pias3) is reported to regulate both rod and cone subtype differentiation (Onishi et al., 2009, 2010). Pias3 can augment Trβ-dependent activation of M-opsin promoter, with concurrent repression of Rorα-mediated S-opsin promoter (Onishi et al., 2010). Pias3 can also SUMOylate Nr2e3 to maximally repress cone-specific gene transcription (Onishi et al., 2009). Together, these results suggested a dual role of Pias3 in rod and cone photoreceptor development through modulation of distinct targets in each cell type.

We generated a null allele in mice by targeting the *Pias3* gene (*Pias3^−/−^*) to elucidate Pias3 function during development. Despite a demonstrated role of Pias3 in multiple cellular pathways (Sundvall et al., 2012; Wu and Zou, 2016; Yagil et al., 2010), *Pias3^−/−^* mice exhibited no gross abnormality and lack of Pias3 did not have a dramatic impact on retinal development and photoreceptor differentiation. Nonetheless, *Pias3^−/−^* mice exhibited altered dorsoventral gradient of S-opsin, reduced M-cone-mediated visual response, and misregulation of a subset of vision-related genes, highlighting a specific role of Pias3 in establishing dorsoventral patterning and visual response of cone photoreceptors in the mouse retina.

## RESULTS AND DISCUSSION

A targeting vector with LoxP sites spanning exon 2 to 5 of the *Pias3* gene and neomycin selection marker flanked by FRT sites was used to establish a germline knockout mouse line on C57BL/6J background (*Pias3^−/−^*) (see Fig. 1 and Materials and Methods for details). *Pias3^−/−^* mice were viable and fertile despite complete loss of Pias3 protein in all tissues examined. Histological analysis of the *Pias3^−/−^* retina using hematoxylin and eosin (H&E) staining of methacrylate sections revealed proper lamination and thickness of retinal cell layers, including photoreceptors, in both young [postnatal day (P)21] and old (18 month) mice (Fig. 2A). Given that *Pias3* was reported to control photoreceptor development (Onishi et al., 2009, 2010), we assessed visual function in *Pias3^−/−^* mice by electroretinography (ERG). Scotopic (rod-mediated) and UV (S-cone mediated) responses of *Pias3^−/−^* retina did not differ significantly from the wild-type at P21 and begin to decline only by 7 months (Fig. 2B,C and Fig. 3). However, the maximum response of P21 *Pias3^−/−^* mice to green stimuli (M-cone mediated) was impaired [203.6±6.1 (mean±s.e.m.) versus 167.4±15.3 μv, *P*=0.0158] and remained so at least until 12 months (Figs 2D and 3). These results suggest an early and predominantly M-cone defect, with gradual decline of rod and S-cone function at older ages, in the absence of *Pias3*.

**Fig. 1.**
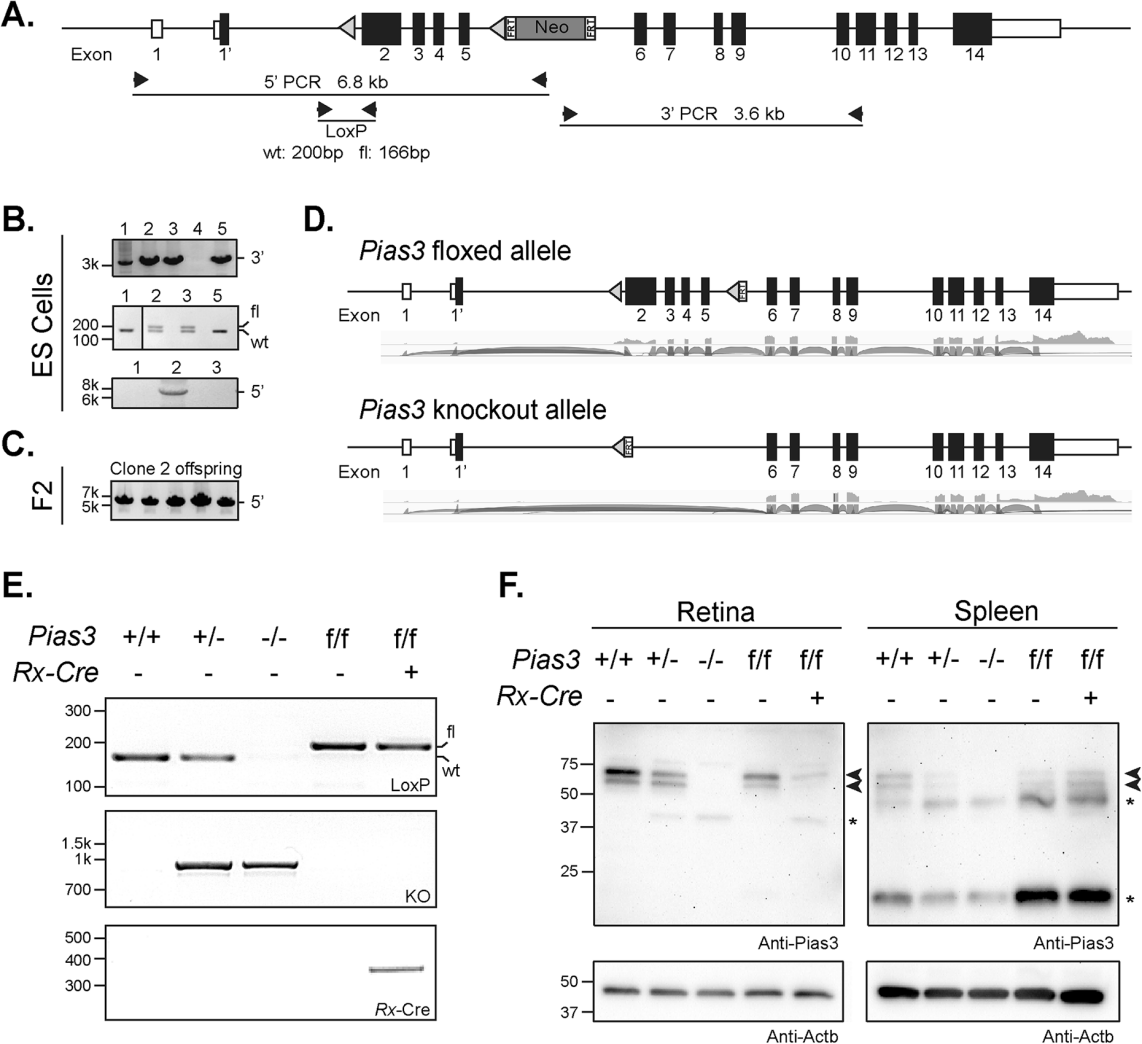
**Targeted disruption of mouse *Pias3*.** (A) Strategy for targeting *Pias3*. Targeting vector includes LoxP sites (triangles) flanking exons 2 to 5 of the *Pias3* gene and neomycin cassette (Neo) enclosed by FRT sites. Arrows indicate position of PCR primers. (B) PCR screening of correctly targeted ES cells. Presence of the neomycin cassette in ES cell lines was confirmed by a 3.6 kb product (3′-PCR). Floxed (fl) or wild-type (wt) 5′ LoxP sites were distinguished by a 200 or 166 bp product, respectively. Presence of LoxP sites and neomycin cassette was further confirmed by 6.8 kb product using 5′-PCR. (C) 5′ PCR genotyping of F2 generation mice. Presence of LoxP sites and neomycin cassette in the genome of offspring derived from ES clone 2 was validated by a 6.8 kb product (5′-PCR). (D) *Pias3* mRNA expression in mouse retina. RNA-Seq was performed using P21 *Pias3^+/+^* and *Pias3^−/−^* retina. Sashimi plots of raw read alignments are shown corresponding to *Pias3* floxed and knockout alleles. (E) PCR analysis of genomic DNA. Presence of wild-type (wt), floxed (fl), knockout (KO), and *Rx-*Cre alleles in the genome were confirmed by PCR. (F) Immunoblot analysis of protein extracts from conditional and complete knockout mice. Immunoblots of retina and spleen protein extracts from each mouse line were probed with anti-Pias3 antibody and anti-Actb as a loading control. Arrowheads represent endogenous Pias3 protein isoforms. Asterisks indicate nonspecific staining (spleen) and/or aberrant protein isoforms arising from the deletion of exons 2-5 (retina). PCR and immunoblot results are representative of at least three experimental replicates.

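*Pias3* lies on chromosome 3 of mm10 from 96696375 to 96706070, and its principal transcript in GENCODE M21 has 14 exons. Exons 2 to 5 span 96699420 to 96700579 and hold 645 bases, or 20.8% of the 3095 bases over which reads of the gene were counted. For each P21 library, the authors deposited the number of reads counted on each gene, without normalization. *Pias3* had between 1637 and 2629 counts in the 3 *Pias3+/+* libraries and between 1188 and 1998 counts in the 3 *Pias3-/-* libraries. After TMM normalization in edgeR, in CPM (counts scaled by the normalized library total), expression was 131 ± 13.9 (SD, n = 3) in *Pias3+/+* retina and 79.7 ± 7.80 (SD, n = 3) in *Pias3-/-* retina. The log2 fold change was -0.71 (standard error 0.108, FDR 0.0346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each *Pias3-/-* library lay below each *Pias3+/+* library (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 samples against 3 allow). With each library left out in turn, the log2 fold change stayed between -0.79 and -0.64, and its FDR between 0.00809 and 0.200. The estimate moved closest to 0 when counts were scaled by library size alone (log2 fold change -0.62, FDR 0.0602). Libraries of the 2 genotypes share replicate numbers, and the mean correlation of same-numbered libraries about their group means was 0.250 at P21. The pairs differed, with correlations of -0.25, 0.41 and 0.59 for replicates 1 to 3. With a replicate block in the model, the log2 fold change was -0.71 with an FDR of 0.0109. The authors' deposited table lists *Pias3* at P21 with a log2 fold change of -0.71. Counts were made per gene, so the exons from which the counts in *Pias3-/-* retina came were not analysed here.

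**Figure D1:**
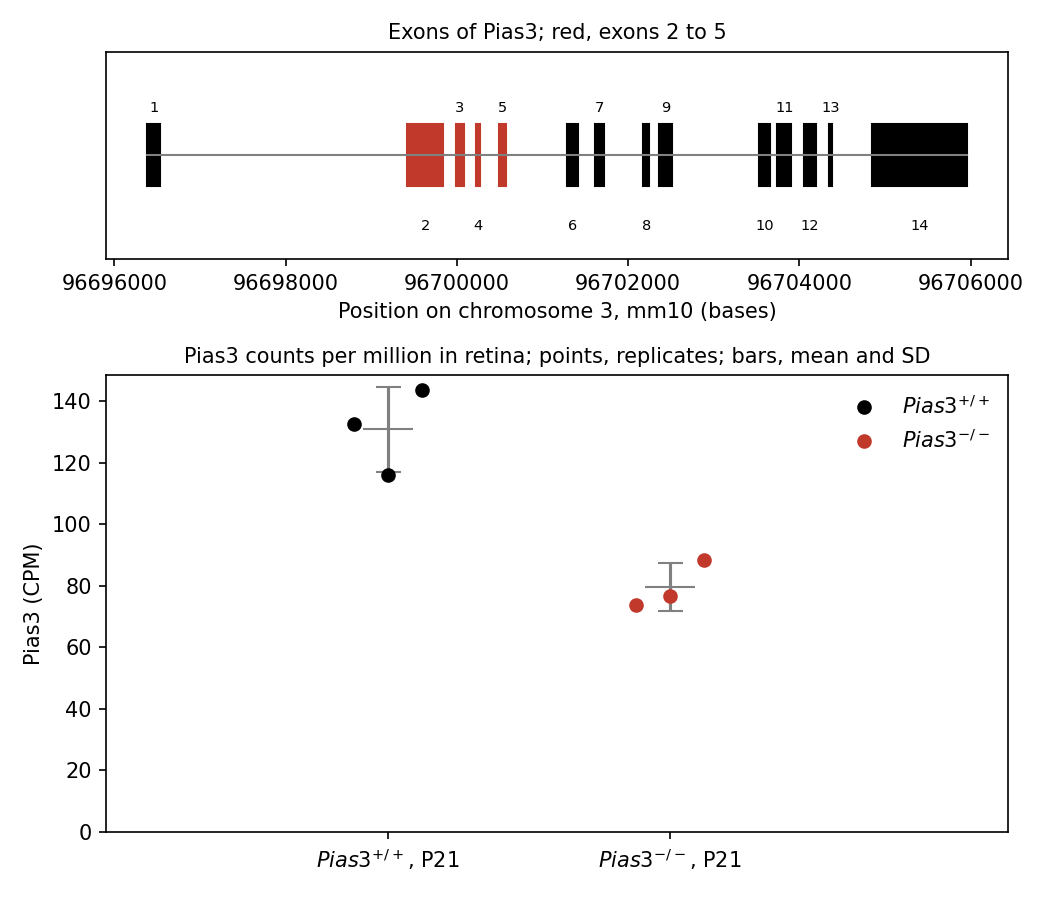
Exons of the principal *Pias3* transcript by position on chromosome 3 of mm10 in bases (top; red, exons 2 to 5) and *Pias3* expression in CPM in P21 retina (bottom; points, replicates; bars, mean and SD). The *Pias3+/+* mean is 131 CPM and the *Pias3-/-* mean is 79.7 CPM, with the highest *Pias3-/-* replicate below the lowest *Pias3+/+* replicate.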

**Fig. 2.**
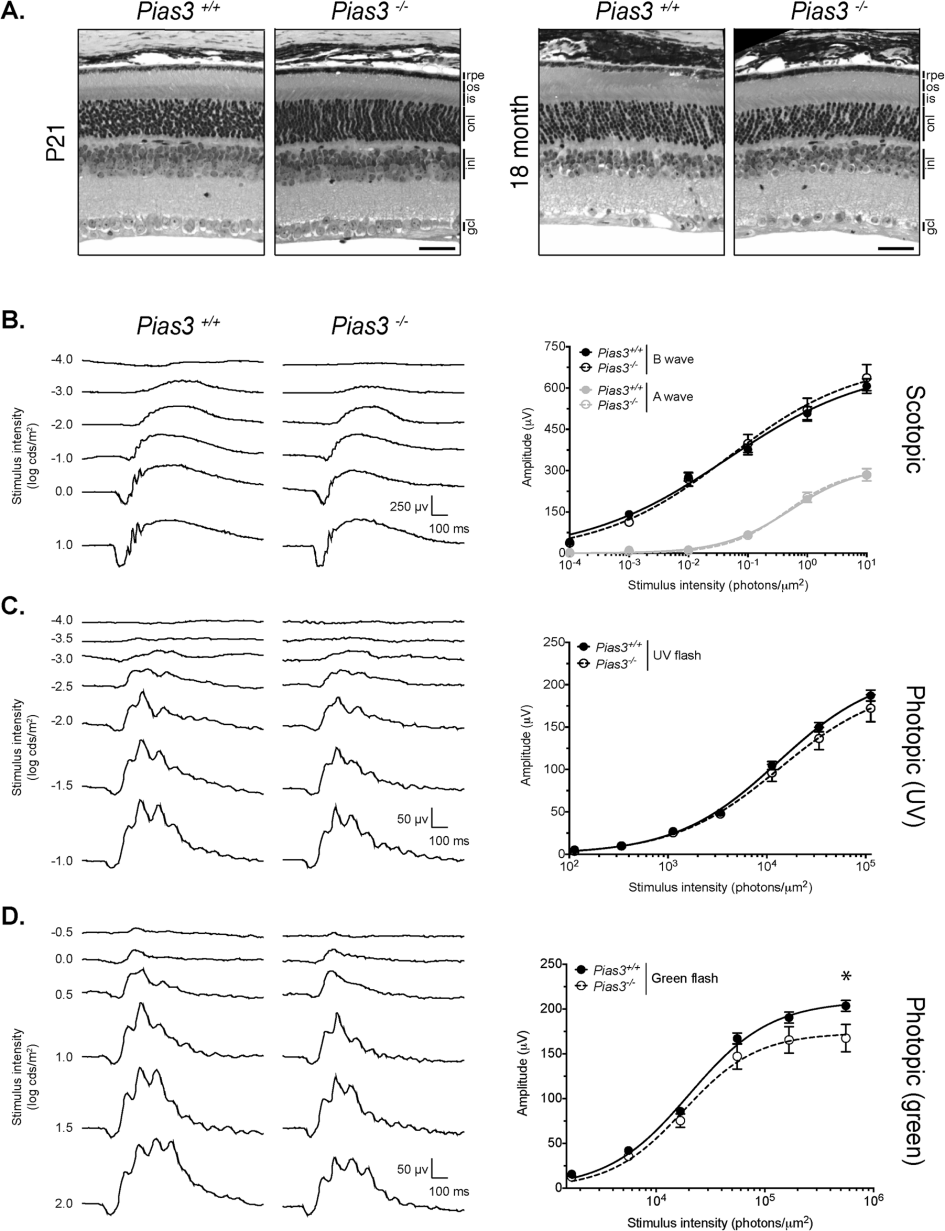
**Normal retinal morphology but reduced ERG responses in *Pias3^−/−^* mice.** (A) Hematoxylin and eosin (H&E) staining of methacrylate sections. Overall histology was assessed by H&E staining of retina sections from P21 and 18-month-old mice (*n*≥2 of each age and genotype). Scale bar: 50 μm. (B) Representative scotopic ERGs for *Pias^+/+^* and *Pias3^−/−^* mice. P21 mice were dark-adapted for 24 h and scotopic responses recorded. Intensity response curves of the average a- and b-wave responses of ten *Pias^+/+^* and six *Pias3^−/−^* mice (mean±s.e.m.) are shown. (C) Representative S-cone ERGs for *Pias^+/+^* and *Pias3^−/−^.* P21 mice were light adapted and responses to UV light flashes were recorded. Intensity response curves of the average b-wave responses of ten *Pias^+/+^* and six *Pias3^−/−^* mice (mean±s.e.m.) are shown. (D) Representative M-cone ERGs for *Pias^+/+^* and *Pias3^−/−^* mice. P21 mice were light-adapted and responses to green light flashes were recorded. Intensity response curves of the average b-wave responses of ten *Pias^+/+^* and six *Pias3^−/−^* mice (mean±s.e.m.; *P=0.0158) are shown.

**Fig. 3.**
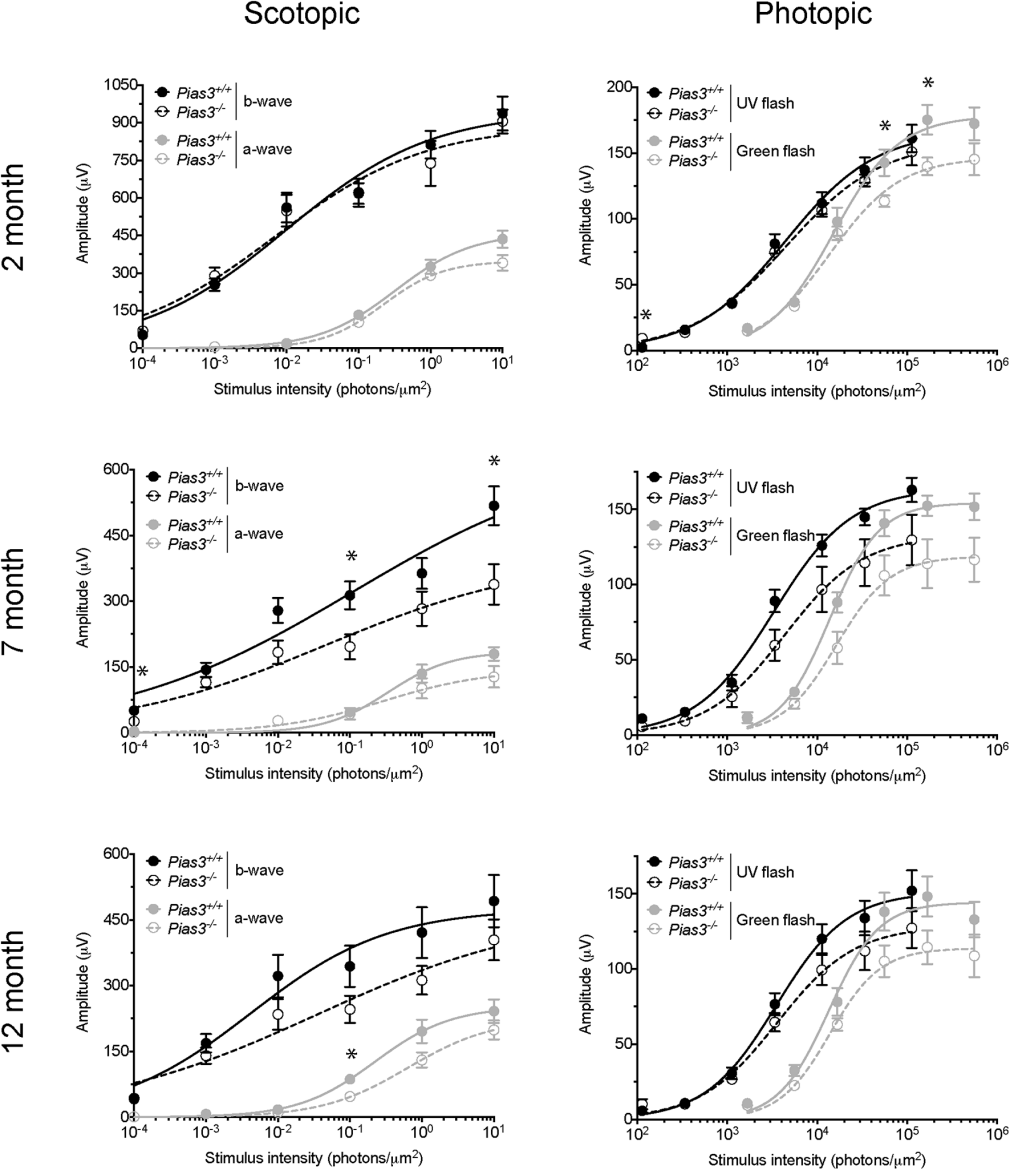
***Pias3^−/−^* mice exhibit age-associated decline in dark- and light-adapted flash ERG responses.** Mice at 2, 7, and 12 months of age were dark-adapted for 24 h before recording scotopic responses. Intensity response curves of the average a- and b-wave responses of three mice of each genotype (mean±s.e.m.) are shown in the left panel. Mice were then light-adapted and responses to UV and green light flashes were recorded. Intensity response curves of the average photopic b-wave response (mean±s.e.m.) are shown in the right panel. *P<0.05.

Immunohistochemical (IHC) staining of P21 *Pias3^−/−^* retina showed altered dorsoventral gradient of S-opsin, with more S-opsin-positive cones identified in the dorsal region of both flat-mounted (Fig. 4A) and sectioned (Fig. 4B) retina. To determine whether these opsins were expressed in cones rather than ectopically in rod photoreceptors, further staining was performed with peanut agglutinin (PNA) to specifically examine cone outer matrix sheaths. All S- and M-opsin staining was consistently localized within cone outer segments in *Pias3^−/−^* retina (data not shown). A series of IHC stainings did not show any significant difference between wild-type (*Pias3^+/+^*) and *Pias3^−/−^* retina for markers of rods (Rhodopsin, Rho), cones (Cone arrestin, Arr3), Müller glia (Glutamine synthetase, Glul), activated Müller glia (Glial fibrillary acidic protein, Gfap), bipolar cells (Protein kinase C alpha, Prkca), ganglion cells (POU class 4 homeobox 1, Pou4f1 or Brn3a), or amacrine and horizontal cells (Calbindin 1, Calb1) (Fig. 5A). Since reduced ERG b-wave responses could result from a synaptic transmission defect, we performed immunostaining with synaptic markers – Ctbp2 (C-terminal binding protein 2, ribeye)+Prkca and Arr3+Gnao1 (G protein subunit alpha O1) (Fig. 5B). No apparent abnormality in photoreceptor-bipolar synapses suggested that reduced photoreceptor response in *Pias3^−/−^* retina is caused by subtle changes within neurons and not by defects in cell fate specification or morphogenesis. A similar series of IHC was performed in 18-month-old *Pias3^−/−^* retina and did not reveal any differences with advanced age (Fig. S1).

**Fig. 4.**
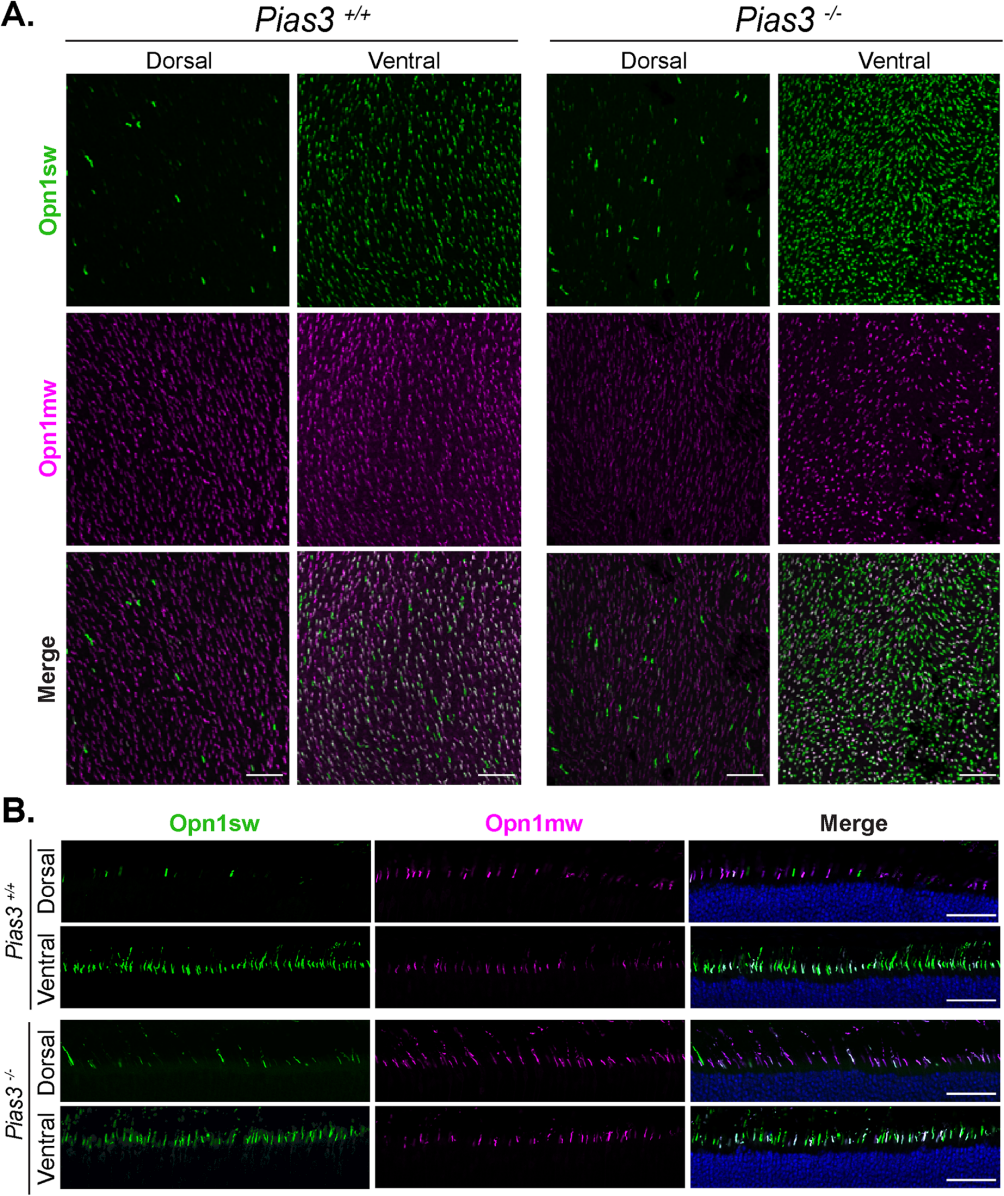
**Altered dorsoventral opsin expression in the *Pias3^−/−^* retina.** (A) Flat-mount staining for cone opsins in dorsal and ventral retina. Cone opsin expression in flat-mounted retina from P21 mice was detected by immunostaining against S-opsin (Opn1sw, green) and M-opsin (Opn1mw, magenta). Scale bar: 50 μm. (B) Section staining for cone opsins in dorsal and ventral retina. Cone opsin expression in frozen sectioned eyes from P21 mice was detected by immunostaining against S-opsin (Opn1sw, green) and M-opsin (Opn1mw, magenta). Nuclei were detected by DAPI (blue). Scale bar: 50 μm. Results are representative of at least three biological replicates.

**Fig. 5.**
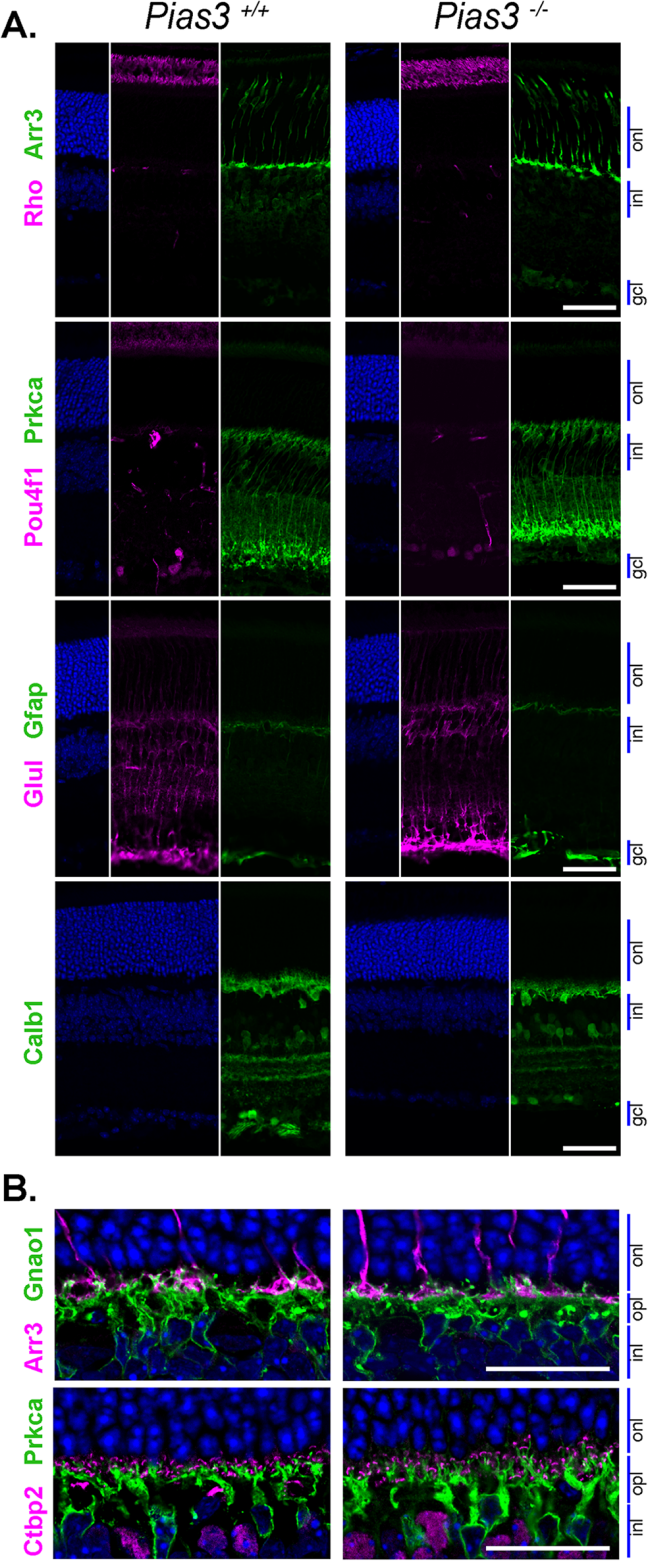
**Retinal lamination and individual cell morphologies in *Pias3^−/−^* mice.** (A) Immunostaining of P21 mouse retina sections. Primary antibodies were used to detect rod outer segments (Rho), cones (Arr3), ganglion cells (Pou4f1), bipolar cells (Prkca), normal and activated Müller glia (Glul and Gfap, respectively), and horizontal and amacrine cells (Calb1). Scale bar: 50 μm. (B) Immunostaining of outer plexiform layer synapses. Morphologies of cone synapse (Arr3), ON-bipolar synapse (Gnao1), ribbon synapse (Ctbp2), and rod bipolar synapse (Prkca) were examined by immunostaining using frozen retina sections from P21 mice. Scale bar: 25 μm. Results are representative of at least three biological replicates.

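RNA was prepared from 12 samples of 2 retinas each, with 3 replicates per genotype and age. The paper's methods give 100 ng of total RNA per library, whereas the deposited sample descriptions give 1 µg. Libraries were stranded, and the authors aligned the paired-end reads to mm10 with TopHat and counted them on genes with featureCounts. The deposited count table covers 24062 genes. Totals ranged from 11607155 to 25622505 counts per library. The median total at P21 was 17972436 counts in *Pias3+/+* and 17461767 counts in *Pias3-/-* retina, and at 18 months 17468179 and 21161827 counts, respectively. The smallest level that could be shown, set at 3 counts, was between 0.117 and 0.258 CPM depending on the library, and it covers counting error only. The 10 genes with the most counts took between 6.30% and 9.58% of the counts of a library. Differences between replicates were larger than counting noise, with a chi-square per degree of freedom from 5.63 to 50.1 for a pair of libraries of the same group. The biological coefficient of variation was 13.2% at P21. Each age was fitted separately with TMM normalization, over genes with an FPKM of at least 2 in at least 1 of its 6 samples. DEGs had an FDR of at most 0.05 and a fold change of at least 1.5. The paper's text names edgeR but not which of its tests was used, and the quasi-likelihood test was used here.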

Next, we performed whole transcriptome analysis (RNA-Seq) of young (P21) and aged (18 month) wild-type and *Pias3^−/−^* retina (Figs 6 and 7). 

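At P21, 12109 genes passed the FPKM filter and were tested. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 142 genes had an FDR of at most 0.05, and 99 of these also passed the fold change cutoff. Of the 99 DEGs, 24 were higher and 75 lower in *Pias3-/-* than in *Pias3+/+* retina. The genotypes did not overlap for any of the 99 DEGs, nor for 26.2% of all tested genes, where chance gives 10%. Leaving out each library in turn moved the number of DEGs most, to between 6 and 340. With a replicate block there were 175 DEGs, which included the 99, beside a pairing correlation of 0.250. The authors' deposited table lists 195 genes at P21, with 48 higher and 147 lower in *Pias3-/-* retina. Among these, 188 were tested here, all 188 changed in the same direction, and 90 were among the 99 DEGs.

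Per direction, the 5 DEGs with the largest change among those without overlap were as follows. *Hist2h2bb* (chromosome 3, 96269700 to 96270192), 0.431 Mb from *Pias3*, had at most 1 count per *Pias3+/+* library and between 39 and 49 counts per *Pias3-/-* library. It was at least 11.8-fold higher in *Pias3-/-* retina (FDR 0.00464). *Gm2897*, *Gm10409* and *Gm3002*, related genes on chromosome 14, rose by 2.87, 2.86 and 1.87 on the log2 scale. Of the 31-base words in their transcripts, 92.8%, 100% and 98.4%, respectively, also occur in transcripts of other genes. *Ccl17* on chromosome 8 rose by 2.47 (FDR 0.0206) from between 3 and 6 counts in *Pias3+/+* libraries to between 27 and 39 counts in *Pias3-/-* libraries. *Olfml3* (chromosome 3, 103735394 to 103738001), 7.04 Mb from *Pias3*, fell by 3.59 on the log2 scale (standard error 0.196, FDR 8.11e-04), from 10.3 ± 0.741 CPM to 0.834 ± 0.187 CPM (SD, n = 3 each). *AW046200* and *Cldn23* on chromosome 8 and *2610507I01Rik* on chromosome 11 had log2 fold changes of -2.70, -2.59 and -2.44, respectively. *Pcdhb9* on chromosome 18 went from 26.3 ± 1.50 CPM in *Pias3+/+* to 6.59 ± 1.04 CPM in *Pias3-/-* retina (SD, n = 3 each; FDR 0.00180).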

Using a fold change (FC) cutoff of 1.5, FPKM (fragments per kilobase of exon per million reads mapped) of ≥2, and a false discovery rate (FDR)≤0.05, we identified 195 differentially expressed genes (DEGs) at P21 (Fig. 6B; Table S1). We selected 28 uncharacterized or retina-related DEGs at P21 with FPKM >30 for qPCR validation and 24 of these were confirmed as being up- or down-regulated in both RNA-Seq and qPCR analyses (Fig. 6C). 

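Of the 28 genes in Fig. 6C, 27 were tested, and *Gm3383* was not because its highest FPKM at P21 was 0.995. In RNA-seq, 21 genes were lower and 6 higher in *Pias3-/-* retina, and 26 had an unadjusted p of at most 0.05. With Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test over all tested genes, 13 of the 27 had an FDR of at most 0.05 and 10 were DEGs. The number of DEGs among them was 20 with the likelihood ratio test and between 3 and 20 with each library left out in turn. A replicate block gave 18, beside the pairing correlation of 0.250 at P21. An FPKM above 30 in at least 1 P21 library was found for 14 of the 28 genes. The authors' deposited table contains 19 of the 28 genes. The rod gene *Gnat1* had an FPKM of 6302 in *Pias3+/+* and 4086 in *Pias3-/-* retina, a log2 fold change of -0.63 (standard error 0.0695, FDR 0.0163). *Nr2e3* had a log2 fold change of -0.58 (FDR 0.0435), less than a fold change of 1.5. *Pde6a* had a log2 fold change of -0.59 (FDR 0.0623), and with a replicate block of -0.60 (FDR 0.0338). *Cep290* had a log2 fold change of -1.06 (FDR 0.109) and *Abca4* of -0.78 (FDR 0.0582), and the FDR of both was at most 0.05 with a replicate block (0.0495 and 0.0289).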

*Opn1mw* (M-opsin) and *Opn1sw* (S-opsin) were not identified as DEGs by our criteria though small differences were detected by qPCR (Fig. 6C). 

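*Opn1mw* lies on the X chromosome of mm10 from 74127466 to 74150755. Its expression at P21 was 365 ± 18.0 CPM in *Pias3+/+* and 304 ± 19.9 CPM in *Pias3-/-* retina (SD, n = 3 each). The log2 fold change was -0.27 (standard error 0.0813, FDR 0.163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 *Pias3-/-* libraries lay below the 3 *Pias3+/+* libraries (exact permutation test, 2-sided, p = 0.1, the smallest possible). The *Opn1mw* FDR was 0.106 with a replicate block, where the pairing correlation is 0.250. *Opn1sw* lies on chromosome 6 from 29376671 to 29380513, with 472 ± 39.1 CPM in *Pias3+/+* and 448 ± 15.3 CPM in *Pias3-/-* retina (SD, n = 3 each). Its log2 fold change was -0.08 (standard error 0.0860, FDR 0.711), within the spread between replicates. With counts scaled by library size alone it was 0.01, and the median of all tested genes moved from 0.00 to 0.09. These values are means over the whole retina and do not separate its dorsal and ventral parts.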

Using *Nrl^−/−^* and flow-sorted rod photoreceptor RNA-Seq data (Kim et al., 2016b), we observed several rod- and cone-enriched genes (38% and 16%, respectively) among the P21 *Pias3^−/−^* DEGs (Fig. 6D). 

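*Egr1* lies on chromosome 18 of mm10 from 34861207 to 34864956. Its expression at P21 was 45.1 ± 9.55 CPM in *Pias3+/+* and 95.6 ± 16.9 CPM in *Pias3-/-* retina (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.184, FDR 0.0456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change was between 0.91 and 1.21, and the FDR was between 0.0277 and 0.200. A replicate block gave *Egr1* an FDR of 0.0361 (pairing correlation 0.250). *Egr1* was no longer a DEG with the mean expression of pigment epithelium genes as a covariate (log2 fold change 1.31, FDR 0.0932). Fig. 6E shows 23 genes that are in the count table under the names given there, *Egr1* among them. At P21, 13 of these were lower and 10 higher in *Pias3-/-* retina, all with an unadjusted p of at most 0.05, and 8 were DEGs. The likelihood ratio test called 21 of them. *Fgf1* had a log2 fold change of 0.85 (standard error 0.0675, FDR 0.00373) and *Krt18* of 0.89 (standard error 0.101, FDR 0.0189). Interactions between the proteins were not analysed here.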

Further analysis using STRING highlighted *Egr1* as a central node interacting with nine other genes (Fig. 6E). Pathway analysis of the 195 DEGs revealed an enrichment of genes related to retinal homeostasis, retina development, visual perception, and cilium (Fig. 6F). Circular visualization of genes in these biological processes indicated that most were downregulated in *Pias3^−/−^* retina (Fig. 6G) and some belonged to multiple pathways as shown by Chord plot representation (Fig. 6H). 

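The pathways in Fig. 6G and 6H hold 23 genes, of which 9 belong to more than 1 pathway. At P21, 22 of the 23 were lower in *Pias3-/-* retina and *Vsx1* was higher (log2 fold change 0.58). The median log2 fold change was -0.73. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of the 23 genes had an FDR of at most 0.05 and 10 were DEGs. Lower expression was found for 6 of 6 genes of retina homeostasis, 8 of 9 of retina development, 8 of 9 of visual perception and 15 of 15 of cilium. The largest decrease among the 23 was that of *Dnah9*, a cilium gene on chromosome 11 from 65831324 to 66168551, from 55.1 ± 4.35 CPM to 19.7 ± 4.87 CPM (SD, n = 3 each). Its log2 fold change was -1.49 (standard error 0.172, FDR 0.0206). *Rdh5*, a gene of visual perception that is also expressed in pigment epithelium, had a log2 fold change of -1.28 (FDR 0.120). Genes in these pathways were longer than other genes, with a median counted length of 5213 bases against 2922 bases for all tested genes. The log2 fold change of all tested genes correlated with their length (Spearman's correlation -0.35, across genes, which are not independent replicates). After a correction for gene length, chosen after seeing the data, the median log2 fold change of the 23 genes was -0.65, and 11 were DEGs. In the fit with a replicate block, 17 were DEGs, where same-numbered libraries correlate at 0.250. With each library left out in turn, between 0 and 22 of the 23 genes were DEGs.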

To determine whether changes in gene expression resulted from alterations in SUMOylation status of upstream transcription factors, we assessed global SUMOylation status of proteins in both *Pias3^+/+^* and *Pias3^−/−^* retina. No major difference was evident between SUMOylated proteins in the *Pias3^−/−^* retina by immunoblot analysis (Fig. S2). 

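At 18 months, 12068 genes passed the FPKM filter. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 33 genes had an FDR of at most 0.05, and 31 were DEGs, with 15 higher and 16 lower in *Pias3-/-* retina. The genotypes did not overlap for any of the 31, nor for 15.8% of all tested genes, where chance gives 10%. With each library left out in turn, there were between 12 and 36 DEGs. With a replicate block there were 41, and the mean correlation of same-numbered libraries about their group means was 0.168 at this age (0.39, -0.10 and 0.22 for replicates 1 to 3). The authors' deposited table lists 69 genes at 18 months, 35 higher and 34 lower in *Pias3-/-* retina. Of these, 64 were tested here, all 64 changed in the same direction, and 25 were among the 31 DEGs. By location, 10 of the 31 DEGs lie on chromosome 3, where *Pias3* is, 7 on the X and 4 on the Y chromosome. *Pias3* itself had a log2 fold change of -0.84 (standard error 0.0797, FDR 0.00458). *Hist2h2bb* was at least 18.1-fold higher in *Pias3-/-* retina (FDR 2.26e-04). *Zgrf1* on chromosome 3, 30.9 Mb from *Pias3*, had a log2 fold change of -1.40 (standard error 0.183, FDR 0.0233). *Smarca5-ps* and *Tnfrsf8* on chromosome 4 and *4930481A15Rik* on chromosome 19 had log2 fold changes of -2.38, -1.65 and -2.04.

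*Pias3-/-* replicate 2 at 18 months had 4747 CPM of the lens gene *Cryaa*, normalized over all 12 samples, against between 2.68 and 33.0 CPM in the other libraries of that age. *Optc*, *Gpx3*, *Gstm1* and *Col4a1* had log2 fold changes of 3.86 (FDR 0.485), 3.19 (FDR 0.475), 1.61 (FDR 0.505) and 1.63 (FDR 0.526). Without *Pias3-/-* replicate 2, those of *Gpx3*, *Gstm1* and *Col4a1* were 0.57, 0.28 and 0.13, respectively. The authors' deposited table contains all 4 of these genes.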

Using the same filtering criteria, whole transcriptome analysis of 18 month old *Pias3^−/−^* retina identified only 69 DEGs (Fig. 7B;Table S2), including fewer rod- and slightly more cone-enriched genes compared to P21 analysis (9% and 22%, respectively) (Fig. 7C). Furthermore, STRING analysis highlighted Kdm6a and Kdm5c, two histone demethylases, in relation with transcription/translation factors Ddx3x and Eif2s3x (Fig. 7D). 

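All 4 genes lie on the X chromosome of mm10. *Kdm6a* (18162667 to 18279358) had 112 ± 6.68 CPM in *Pias3+/+* and 51.9 ± 4.77 CPM in *Pias3-/-* retina at 18 months (SD, n = 3 each), a log2 fold change of -1.10 (standard error 0.0902, FDR 0.00256). *Kdm5c* (152233227 to 152279099) had 479 ± 35.0 CPM and 305 ± 10.9 CPM, respectively, a log2 fold change of -0.65 (standard error 0.0808, FDR 0.0185). *Ddx3x* (13281022 to 13293983) had 546 ± 31.8 CPM and 357 ± 31.3 CPM, a log2 fold change of -0.61 (standard error 0.0889, FDR 0.0435). *Eif2s3x* (94188709 to 94212651) had 326 ± 14.6 CPM and 186 ± 15.2 CPM, a log2 fold change of -0.81 (standard error 0.0841, FDR 0.00638). Each FDR is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested at 18 months. For each of the 4 genes, all 3 *Pias3-/-* libraries lay below all 3 *Pias3+/+* libraries.

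Mice of either sex were used. *Xist*, which is transcribed from the inactive X chromosome, had 66502, 43023 and 21064 counts in *Pias3+/+* replicates 1 to 3 at 18 months and 5, 8 and 11 counts in *Pias3-/-* replicates 1 to 3. *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* on the Y chromosome together had 0, 0 and 1 counts in the *Pias3+/+* replicates and 3242, 4252 and 3167 counts in the *Pias3-/-* replicates. With the log2 CPM of *Xist* as a covariate, which at 18 months nearly coincides with genotype, 0 genes were DEGs, and *Kdm5c* and *Ddx3x* had log2 fold changes of 0.35 and 0.59. By *Xist* and the Y-linked genes, each *Pias3+/+* library of this age had the female pattern and each *Pias3-/-* library the male pattern. As the covariate correlated with genotype at 0.999 (Pearson), this fit does not decide whether genotype or sex lowered these genes.

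**Figure D2:**
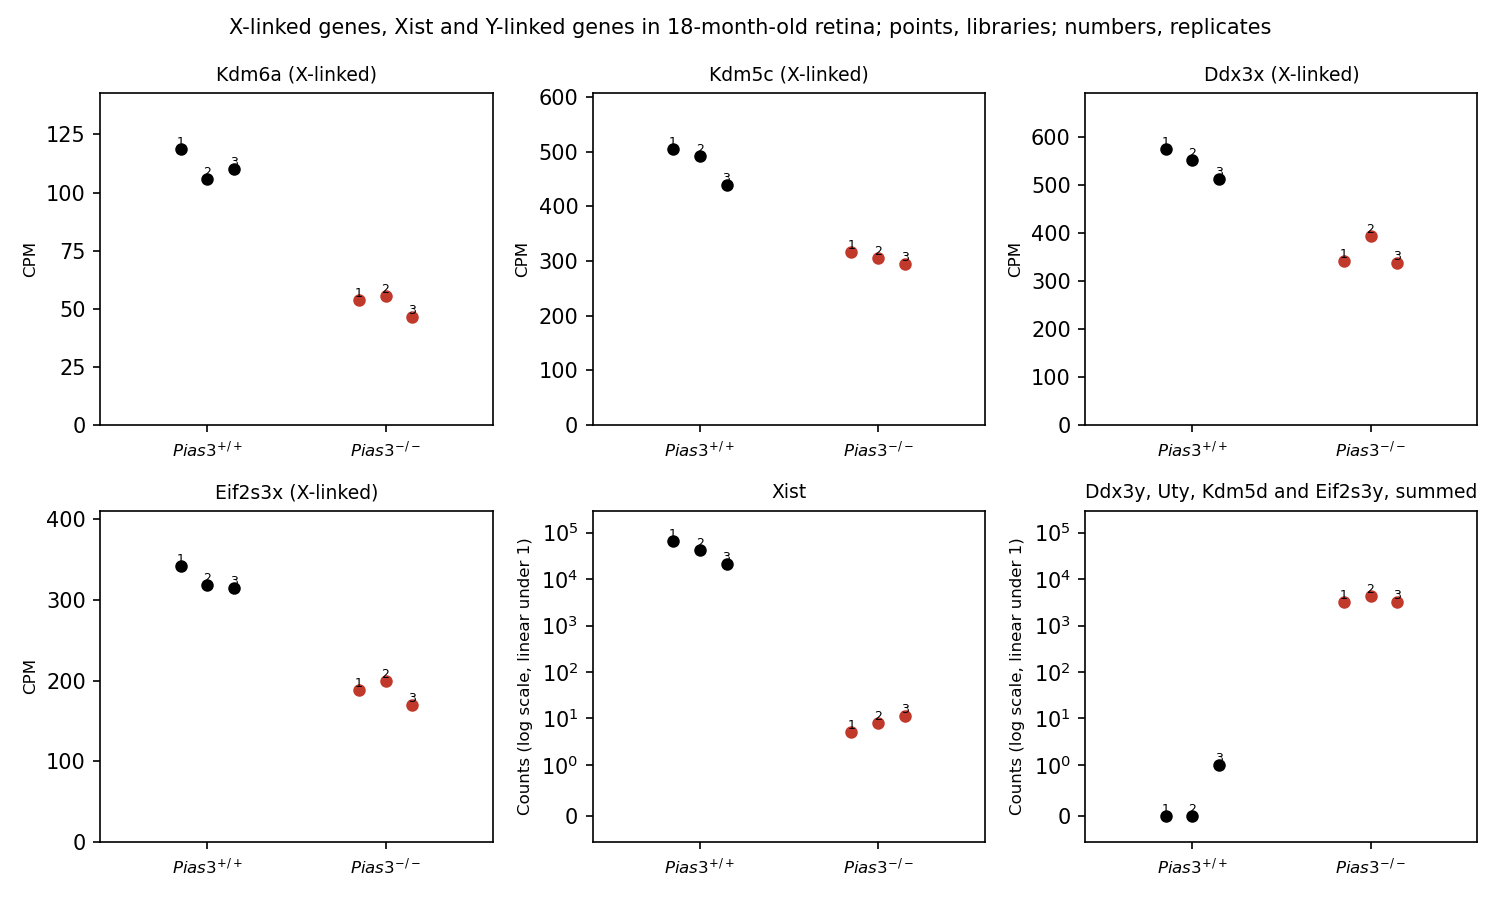
Expression of *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x* in CPM, and counts of *Xist* and of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* summed on a log axis that is linear under 1, in each 18-month-old retina library (points, with replicate numbers). *Xist* lies between 21064 and 66502 counts in *Pias3+/+* and between 5 and 11 counts in *Pias3-/-* libraries, and the Y-linked genes lie at 0 or 1 count in *Pias3+/+* and between 3167 and 4252 counts in *Pias3-/-* libraries.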

The number of DEGs was too small to perform pathway analysis. Overall, the low number of identified DEGs in aging retina compared to P21 seems to reflect redundant mechanisms that may compensate the absence of *Pias3*.

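Of the 99 DEGs at P21, 95 were also tested at 18 months. At 18 months, 78 of the 95 changed in the same direction, 35 did so with an unadjusted p of at most 0.05, and 9 were DEGs. The median absolute log2 fold change of the 95 genes was 0.83 at P21, where they had been selected, and 0.20 at 18 months. The difference between the ages was tested as the interaction of genotype and age in a fit of all 12 samples. Over 12448 genes, 26 had an FDR of at most 0.05 by edgeR's quasi-likelihood test of the interaction, and 1107 had an unadjusted p of at most 0.05. Of the 26 genes, 20 were DEGs at P21, and 24 had the larger change at P21. The number was 99 by the likelihood ratio test and between 6 and 33 with each of the 12 libraries left out in turn. With a replicate block there were 24, beside pairing correlations of 0.250 at P21 and 0.168 at 18 months. With the log2 CPM of *Xist* as a covariate there were 5. As *Xist* nearly coincides with genotype at 18 months but not at P21, the interaction does not separate age from sex. *Gnat1* had a log2 fold change of -0.63 at P21 and 0.08 at 18 months (interaction 0.70, FDR 0.00803). The interaction term of *Pias3* itself was -0.13 (FDR 0.888). The authors' deposited tables share 19 genes between the ages. From the smaller number of DEGs at 18 months, the paper proposes that redundant mechanisms may compensate for the loss of *Pias3*.

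**Figure D3:**
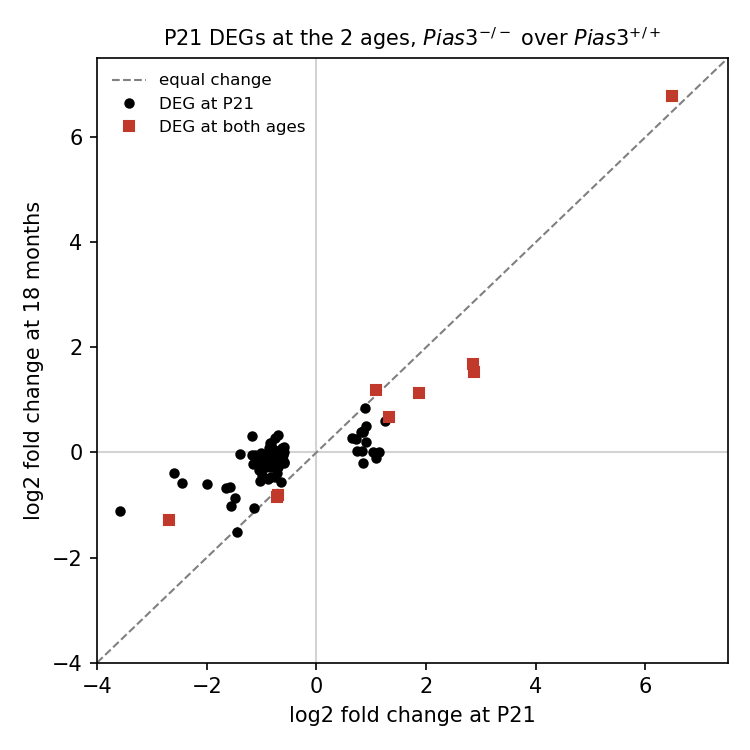
Log2 fold change between *Pias3-/-* and *Pias3+/+* retina at P21 (x axis) and at 18 months (y axis) of the 95 P21 DEGs that were tested at both ages (red squares, the 9 that were DEGs at both ages; dashed line, equal change). The point farthest to the right is *Hist2h2bb*, which has at most 1 count in each *Pias3+/+* library, and most other points lie closer to 0 at 18 months than at P21.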

**Fig. 6.**
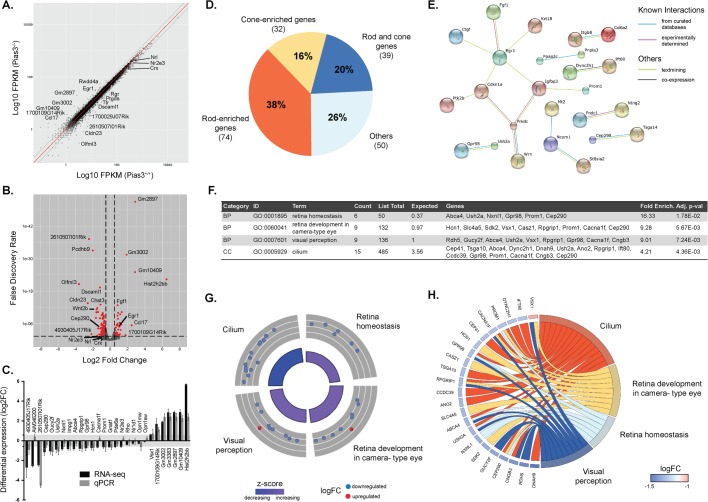
**RNA-seq analysis of P21 *Pias3^−/−^* retina.** (A) Scatter plot of global gene expression profiles between *Pias3^+/+^* and *Pias3^−/−^* retina. RNA expression (in FPKM) of each gene expressed in *Pias3^+/+^* (*x*-axis) is plotted against those in *Pias3^−/−^* (*y*-axis) retina (log_10_ scale). Red line represents equal expression value between samples. Gray lines represent FC of 1.5. (B) Volcano plot of differentially expressed genes in *Pias3^−/−^* retina. Difference in RNA expression between *Pias3^−/−^* and *Pias3^+/+^* retina genes is plotted on the *x*-axis (log_2_ scale), and FDR adjusted significance is plotted on the *y*-axis. Genes up- or down-regulated by a factor ≥1.5 with FDR ≤0.05 are indicated in red. Vertical dashed lines represent FC=1.5. (C) Validation of RNA-seq results by qPCR. Differential expression values were compared between RNA-seq (black) and qPCR (dark gray) for 28 genes of either undefined or eye-related functions. Error bars represent s.e.m.; light gray background represents a FC of 1.5. (D) Classification of differentially expressed genes (DEGs) by cell type. DEGs were identified as rod- and/or cone-enriched by meta-analysis using RNA-Seq data from flow-sorted rods and cone-like photoreceptors. (E) Interaction analysis of DEGs. STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) analysis was used to map putative protein interactions between DEGs. (F) Gene ontology (GO) annotations of DEGs. The top four over-represented GO pathways amongst DEGs at P21 were identified by GO enrichment analysis generated by PANTHER. (G) Circular visualization of GO enrichment analysis. Down-regulated genes (blue dots) and up-regulated genes (red dots) within each GO pathway are plotted based on logFC. Z-score bars indicate if an entire biological process is more likely to be increased or decreased based on the genes within it. (H) Chord plot representation of DEGs related to GO annotations. Overlaps in GO annotation amongst genes within each category are visualized.

**Fig. 7.**
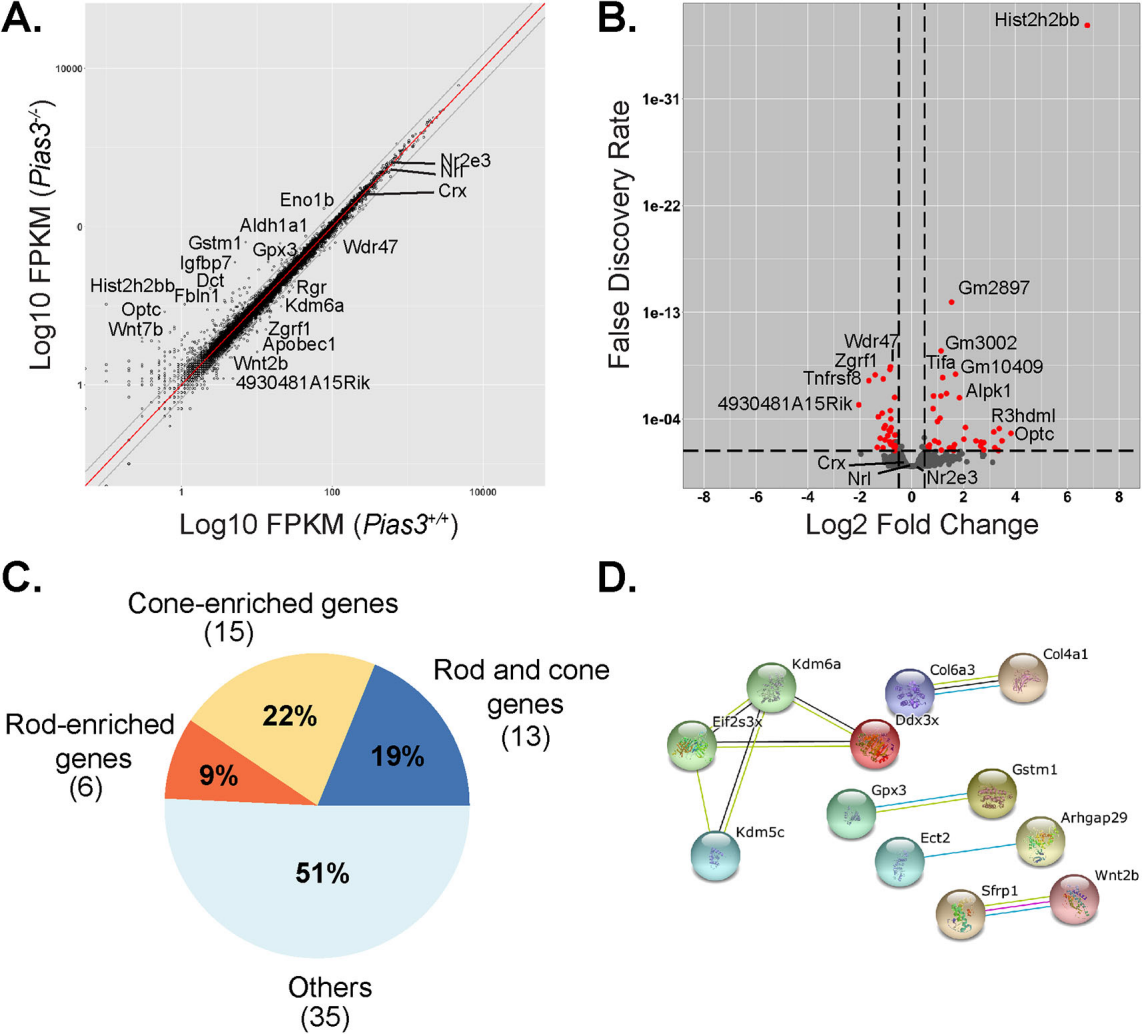
**RNA-Seq analysis of 18-month-old *Pias3^−/−^* mouse retina.** (A) Scatter plot of global gene expression profiles of 18-month-old *Pias3^+/+^* and *Pias3^−/−^* retina. RNA expression (shown in FPKM) of all expressed genes in *Pias3^+/+^* (*x*-axis) retina was plotted against those in *Pias3^−/−^* (*y*-axis) retina (log_10_ scale). Red line represents equal expression value between samples. Gray lines represent FC of 1.5. (B) Volcano plot of differentially expressed genes in *Pias3^−/−^* retina. Fold change difference in RNA expression between *Pias3^−/−^* and *Pias3^+/+^* retina is plotted on the *x*-axis (log_2_ scale), and false discovery rate adjusted significance is shown on the *y*-axis. Genes up- or downregulated by a factor ≥1.5 with false discovery rate ≤0.05 are indicated in red. (C) Classification of differentially expressed genes (DEGs) by cell type. DEGs were identified as rod- and/or cone-enriched by meta-analysis using RNA-Seq data from flow-sorted rods and cone-like photoreceptors. (D) Interaction analysis of DEGs. STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) analysis was used to map putative protein interactions between DEGs.

Pias proteins function as E3 SUMO ligases that facilitate, but are not required for, the covalent linkage of SUMO groups to lysine residues of target proteins (Schmidt and Muller, 2003). SUMOylation plays a critical role in modifying target protein function by altering subcellular localization, protein-protein interaction, and transcriptional activity (Geiss-Friedlander and Melchior, 2007); for example, SUMOylation state can affect transcriptional activation of several retinal proteins such as Rorα, Trβ1, Trβ2, Nrl, and Nr2e3 (Hwang et al., 2009; Liu et al., 2012; Onishi et al., 2009, 2010; Roger et al., 2010) as well as protein interactions and stability of Gtf2ird1 and Phosducin (Klenk et al., 2006; Widagdo et al., 2012).

To our surprise, the consequence of Pias3 deletion was less pronounced in the knockout mouse retina compared to previous reports where *in vivo* electroporation was used to knockdown *Pias3* in developing photoreceptors (Onishi et al., 2009, 2010). We suggest that a mild phenotype in *Pias3^−/−^* retina is likely due to redundancy in the SUMOylation machinery and functional overlap with other Pias proteins, which have the potential to catalyze the addition of SUMO groups to the same targets (Rytinki et al., 2009). 

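Transcripts of 3 other members of the Pias family were tested at both ages. *Pias1*, *Pias2* and *Pias4* had log2 fold changes of -0.18, 0.01 and -0.01 at P21 (standard errors 0.129, 0.117 and 0.144). At 18 months they were -0.11, -0.06 and -0.00 (standard errors 0.0947, 0.122 and 0.118). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest FDR of the 3 was 0.525 at P21 and 0.714 at 18 months, both for *Pias1*, and 0 of the 3 had an unadjusted p of at most 0.05 at either age. In a list of 13 E3 SUMO ligases that includes these 3 and is not complete, log2 fold changes ranged from -0.21 to 0.19 at P21 and from -0.35 to 0.14 at 18 months (largest standard errors 0.211 and 0.171). In that list, 7 of 13 were lower at P21 and 10 of 13 at 18 months, 0 had an FDR of at most 0.05 at either age, and 1 had an unadjusted p of at most 0.05, at 18 months. Counts were simulated independently per gene, with the average spread of these libraries at its expression level. In these, 56.7% of 1.5-fold changes at P21 and 67.2% at 18 months had an FDR of at most 0.05 by the same test. This holds for genes with more than 50 counts on average, and differences shared by many genes of a library were not simulated.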

In *Pias3^−/−^* retina, the expression of *Pias* genes and other E3 SUMO ligases was unchanged, indicating that compensation is not due to increased expression at the transcriptional level but rather through functional redundancy (Table S3). In addition, analysis of published RNA-Seq data from flow-sorted photoreceptors of wild-type and cone-only retina showed that multiple E3 SUMO ligases are expressed in both rod and cone photoreceptors (Table S3) (Kim et al., 2016b). Such functional redundancy has been described previously. Indeed, Rorα can be SUMOylated by Pias3 as well as Pias2 and Pias4 (Hwang et al., 2009), and Trβ can also be SUMOylated by Pias1 (Liu et al., 2012). Compensatory mechanisms are especially feasible in a germline knockout mouse model where cells can overcome imbalances during development. Relatively mild phenotypes have also been observed for *Pias1^−/−^* (Liu et al., 2004), *Pias2^−/−^* (Santti et al., 2005), and *Pias4^−/−^* (Roth et al., 2004; Wong et al., 2004) mice, whereas embryonic lethality is observed in double *Pias1^−/−^/Pias4^−/−^* (Tahk et al., 2007) or SUMO-conjugating enzyme *Ubc9^−/−^* mice (Nacerddine et al., 2005). Breeding *Pias3^−/−^* mice with other available *Pias^−/−^* lines would likely result in more dramatic phenotypes by preventing compensatory mechanisms; however, tissue-specific or conditional deletions might be necessary to prevent early lethality.

The observation of an early M-cone defect in *Pias3^−/−^* retina is intriguing. Pias3 is expressed in M-cones (Onishi et al., 2010) and might serve as the primary E3 SUMO ligase in these cells to fine-tune the expression of a subset of genes. It would thus appear that rods and S-cone photoreceptors are better equipped to maintain appropriate gene expression pattern even in the absence of Pias3 by using alternative SUMO-conjugating enzymes (Table S3). This explanation could also account for higher S-opsin expression in the dorsal *Pias3^−/−^* retina, resulting from incomplete suppression of S-opsin in cells that are fated to be M-cones. Gene expression changes in M-cone population are likely masked because of their small numbers in the whole retina, and transcriptome profiling of isolated M- and S-cones from the *Pias3^−/−^* retina would be necessary to test this hypothesis.

The mild phenotype and seemingly unperturbed global SUMOylation status of *Pias3^−/−^* retina suggest that Pias3 reinforces or augments gene expression changes rather than controls broader cell fate or developmental decisions. We propose that the addition of SUMO groups to target proteins, such as Nrl and Nr2e3, by Pias3 is a transient and dynamic process that serves to modulate (enhance or suppress) their activity in a context-dependent manner and that additional SUMO-conjugating enzymes are able to compensate its function in *Pias3^−/−^* retina. Fine adjustments in gene expression patterns and redundancy in control mechanisms are necessary to establish and optimize spatial and functional organization of photoreceptors in the mammalian retina.

## MATERIALS AND METHODS

### Generation of *Pias3^−/−^* mice

A gene-targeting vector was constructed to add LoxP sites flanking exons 2 to 5 of the *Pias3* gene followed by *neo* cassette enclosed by FRT sites. Correctly targeted embryonic stem cell lines were identified by PCR at both ends designed to detect homologous recombination and used to generate chimeric mice. Original founders were mated twice with *Actin*-Flp recombinase to remove the *neo* cassette and were backcrossed to C57BL/6J mice. Specific deletion in the retina and the forebrain was achieved by crossing *Pias3^f/f^* mice with *Rx-*Cre-positive males (Swindell et al., 2006). However, leaky *Cre* expression resulted in recombination within the oocyte in a few lines tested, leading to complete deletion of *Pias3* exon 2-5 in all tissues and permitting us to establish a germline knockout mouse line (*Pias3^−/−^*). Wild-type and knockout mice of either sex were used for all experiments. All experiments were conducted according to protocols approved by a local Institutional Animal Care and Use Committee and adhered to the Association for Research in Vision and Ophthalmology Statement for animal use in ophthalmic and vision research.

### PCR genotyping

Genomic DNA was extracted from tail clippings and both wild-type and floxed alleles were detected via amplification using primers flanking either side of the 5′ LoxP site yielding products of 166 bp and 200 bp, respectively (5′ LoxP Insertion, Table S5). Alleles with *Pias3* exon 2-5 deletion were detected in the same manner but using a reverse primer within exon 6 of the gene to amplify a 1 kb product generated by the knockout allele (*Pias3*-KO Allele, Table S5). *Rx-Cre* was detected by amplification of a 350 bp fragment (*Rx-Cre*, Table S5).

### Immunoblotting

Retina and spleen tissues were isolated from mice at P21 and lysed by sonication in ice-cold radioimmunoprecipitation buffer supplemented with protease inhibitors (Roche Applied Science) and 20 mM N-ethylmaleimide (NEM) (Sigma-Aldrich). Supernatants were quantified by BCA protein assay according to manufacturer's protocol (Pierce) and solubilized in 4× Laemmli buffer+β-mercaptoethanol. After denaturation, 20 µg of the total protein extract was separated by SDS-PAGE and transferred to PVDF membrane (Bio-Rad). Standard immunoblot procedure was followed, as previously described (Roger et al., 2010).

### Immunohistochemistry

Eyeballs were enucleated and fixed in 4% PFA for 30 min prior to dissection. For cryosections, the eyecup was fixed for an additional 30 min and cryoprotected in 30% sucrose before being frozen in OCT embedding medium (Sakura Finetek USA, Torrance CA, USA) then cut 12 µm thick. For whole mounts, the retina was fixed for an additional 30 min. Both cryosections and whole mounts were blocked for 1 h at room temperature in blocking solution (5% normal donkey serum, 0.3% Triton X-100 in PBS), then incubated overnight at 4°C with primary antibodies (Table S4) diluted in blocking solution. The next day, they were washed 4× with 0.2% Triton X-100 in PBS then incubated at room temperature for 1 h with appropriate secondary antibodies (Table S4) diluted in blocking solution. After four subsequent washings, sections were stained for 5 min with DAPI in 1× PBS and washed again, mounted with Fluoromount-G (Southern Biotech, Birmingham AL, USA) and imaged using a Zeiss LSM 700 confocal microscope.

### Histology

Eyeballs were enucleated and fixed in 4% glutaraldehyde in PBS for 30 min, then transferred to 4% PFA in PBS until being embedded in glycol methacrylate. Five-micron-thick sections were cut, stained with H&E, and imaged using a Zeiss Axio Imager Z1 brightfield microscope.

### Quantitative PCR

Total RNA was extracted by Trizol LS reagent (Thermo Fisher), according to the manufacturer's protocol, and its quality was assessed using an Agilent 2100 bioanalyzer and RNA 6000 Nano chip. Only RNA samples with RNA integrity number (RIN) of ≥7.9 were subjected to first-strand cDNA synthesis using SuperScript II Reverse Transcriptase (Life Technologies). cDNA samples then served as templates for quantitative PCR, per Fast SYBR Green Master Mix manufacturer's protocol (Applied Biosystems) performed in biological and technical triplicates. Primer sequences are provided in Table S5 (*Hprt* used as internal control).

### RNA-seq analysis

Whole transcriptome analysis was performed using three independent biological replicates from retina of *Pias3^+/+^* and *Pias3^−/−^* mice at P21 and at 18 months of age. Total RNA was extracted by Trizol LS reagent (Thermo Fisher), according to the manufacturer's protocol, and its quality was assessed using an Agilent 2100 bioanalyzer and RNA 6000 Nano chip. Only RNA samples with RIN≥7.9 were used. Stranded RNA-seq libraries were constructed from 100 ng of total RNA using a modified TruSeq RNA Sample preparation kit protocol (Roger et al., 2014). Paired-end sequencing of 100 bases length was performed on HiSeq 2500 system (Illumina). Pass-filtered reads were mapped using TopHat v2.1.1 (Trapnell et al., 2009) and aligned to UCSC mouse reference genome mm10. Count table of the gene features was obtained using FeatureCounts (Liao et al., 2014). Normalization, differential expression analysis and FPKM values were computed using EdgeR (Robinson et al., 2010). An FPKM filtering cutoff of 2 in at least one of the 6 samples was applied. FDR≤0.05 was considered significant and a cutoff of fold change of 1.5 was applied to identify differentially expressed isoforms. R packages and JMP Software (SAS) were used for data mining. GO annotation and pathways enrichment analysis was performed using Panther Classification System (http://pantherdb.org/).

### Electroretinography

ERG responses to light stimulation were recorded simultaneously from both eyes on an Espion Electrophysiology System (Diagnosys LLC, Lowell, MA, USA) as previously described for both photopic and scotopic conditions (Ng et al., 2011). A minimum of six responses from each age/genotype to each light stimulus were recorded (80% power to detect an effect size of 53 μv assuming 30 μv standard deviation). Statistical analysis (two-tailed unpaired Student's *t*-test) was performed using GraphPad Prism 7 software.

## References

[BIO024679C1] Abad-MoralesV., DomenechE. B., GarantoA. and MarfanyG. (2015). mRNA expression analysis of the SUMO pathway genes in the adult mouse retina. *Biol. Open* 4, 224-232. 10.1242/bio.20141064525617419PMC4365491

[BIO024679C2] AppleburyM. L., AntochM. P., BaxterL. C., ChunL. L. Y., FalkJ. D., FarhangfarF., KageK., KrzystolikM. G., LyassL. A. and RobbinsJ. T. (2000). The murine cone photoreceptor: a single cone type expresses both S and M opsins with retinal spatial patterning. *Neuron* 27, 513-523. 10.1016/S0896-6273(00)00062-311055434

[BIO024679C3] BrzezinskiJ. A. and RehT. A. (2015). Photoreceptor cell fate specification in vertebrates. *Development* 142, 3263-3273. 10.1242/dev.12704326443631PMC4631758

[BIO024679C4] BumstedK. and HendricksonA. (1999). Distribution and development of short-wavelength cones differ between Macaca monkey and human fovea. *J. Comp. Neurol.* 403, 502-516. 10.1002/(SICI)1096-9861(19990125)403:4<502::AID-CNE6%3.0.CO;2-N9888315

[BIO024679C5] CepkoC. (2014). Intrinsically different retinal progenitor cells produce specific types of progeny. *Nat. Rev. Neurosci.* 15, 615-627. 10.1038/nrn376725096185

[BIO024679C6] ChymkowitchP., NguéaP. A. and EnserinkJ. M. (2015). SUMO-regulated transcription: challenging the dogma. *BioEssays* 37, 1095-1105. 10.1002/bies.20150006526354225

[BIO024679C7] Geiss-FriedlanderR. and MelchiorF. (2007). Concepts in sumoylation: a decade on. *Nat. Rev. Mol. Cell Biol.* 8, 947-956. 10.1038/nrm229318000527

[BIO024679C8] HwangE. J., LeeJ. M., JeongJ., ParkJ. H., YangY., LimJ.-S., KimJ. H., BaekS. H. and KimK. I. (2009). SUMOylation of RORalpha potentiates transcriptional activation function. *Biochem. Biophys. Res. Commun.* 378, 513-517. 10.1016/j.bbrc.2008.11.07219041634

[BIO024679C9] KimJ.-W., YangH.-J., OelA. P., BrooksM. J., JiaL., PlachetzkiD. C., LiW., AllisonW. T. and SwaroopA. (2016a). Recruitment of Rod photoreceptors from short-wavelength-sensitive cones during the evolution of nocturnal vision in mammals. *Dev. Cell* 37, 520-532. 10.1016/j.devcel.2016.05.02327326930PMC4918105

[BIO024679C10] KimJ.-W., YangH.-J., BrooksM. J., ZelingerL., KarakülahG., GotohN., BoledaA., GieserL., GiusteF., WhitakerD. T.et al. (2016b). NRL-regulated transcriptome dynamics of developing rod photoreceptors. *Cell Rep.* 17, 2460-2473. 10.1016/j.celrep.2016.10.07427880916PMC5131731

[BIO024679C11] KlenkC., HumrichJ., QuittererU. and LohseM. J. (2006). SUMO-1 controls the protein stability and the biological function of phosducin. *J. Biol. Chem.* 281, 8357-8364. 10.1074/jbc.M51370320016421094

[BIO024679C12] LambT. D. (2013). Evolution of phototransduction, vertebrate photoreceptors and retina. *Prog. Retin. Eye Res.* 36, 52-119. 10.1016/j.preteyeres.2013.06.00123792002

[BIO024679C13] LiaoY., SmythG. K. and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930. 10.1093/bioinformatics/btt65624227677

[BIO024679C14] LiuB., MinkS., WongK. A., SteinN., GetmanC., DempseyP. W., WuH. and ShuaiK. (2004). PIAS1 selectively inhibits interferon-inducible genes and is important in innate immunity. *Nat. Immunol.* 5, 891-898. 10.1038/ni110415311277

[BIO024679C15] LiuY.-Y., KogaiT., SchultzJ. J., ModyK. and BrentG. A. (2012). Thyroid hormone receptor isoform-specific modification by small ubiquitin-like modifier (SUMO) modulates thyroid hormone-dependent gene regulation. *J. Biol. Chem.* 287, 36499-36508. 10.1074/jbc.M112.34431722930759PMC3476315

[BIO024679C16] LystM. J. and StanchevaI. (2007). A role for SUMO modification in transcriptional repression and activation. *Biochem. Soc. Trans.* 35, 1389-1392. 10.1042/BST035138918031228PMC2871292

[BIO024679C17] NacerddineK., LehembreF., BhaumikM., ArtusJ., Cohen-TannoudjiM., BabinetC., PandolfiP. P. and DejeanA. (2005). The SUMO pathway is essential for nuclear integrity and chromosome segregation in mice. *Dev. Cell* 9, 769-779. 10.1016/j.devcel.2005.10.00716326389

[BIO024679C18] NgL., HurleyJ. B., DierksB., SrinivasM., SaltoC., VennströmB., RehT. A. and ForrestD. (2001). A thyroid hormone receptor that is required for the development of green cone photoreceptors. *Nat. Genet.* 27, 94-98. 10.1038/8382911138006

[BIO024679C19] NgL., LuA., SwaroopA., SharlinD. S., SwaroopA. and ForrestD. (2011). Two transcription factors can direct three photoreceptor outcomes from rod precursor cells in mouse retinal development. *J. Neurosci.* 31, 11118-11125. 10.1523/JNEUROSCI.1709-11.201121813673PMC3158567

[BIO024679C20] NikonovS. S., KholodenkoR., LemJ. and PughE. N.Jr (2006). Physiological features of the S- and M-cone photoreceptors of wild-type mice from single-cell recordings. *J. Gen. Physiol.* 127, 359-374. 10.1085/jgp.20060949016567464PMC2151510

[BIO024679C21] OhE. C. T., ChengH., HaoH., JiaL., KhanN. W. and SwaroopA. (2008). Rod differentiation factor NRL activates the expression of nuclear receptor NR2E3 to suppress the development of cone photoreceptors. *Brain Res.* 1236, 16-29. 10.1016/j.brainres.2008.01.02818294621PMC2660138

[BIO024679C22] OnishiA., PengG.-H., HsuC., AlexisU., ChenS. and BlackshawS. (2009). Pias3-Dependent SUMOylation Directs Rod Photoreceptor Development. *Neuron* 61, 234-246. 10.1016/j.neuron.2008.12.00619186166PMC2701228

[BIO024679C23] OnishiA., PengG.-H., ChenS. and BlackshawS. (2010). Pias3-dependent SUMOylation controls mammalian cone photoreceptor differentiation. *Nat. Neurosci.* 13, 1059-1065. 10.1038/nn.261820729845PMC2932661

[BIO024679C24] RobertsM. R., HendricksonA., McGuireC. R. and RehT. A. (2005). Retinoid X receptor (gamma) is necessary to establish the S-opsin gradient in cone photoreceptors of the developing mouse retina. *Invest. Ophthalmol. Vis. Sci.* 46, 2897-2904. 10.1167/iovs.05-009316043864

[BIO024679C25] RobinsonM. D., McCarthyD. J. and SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308PMC2796818

[BIO024679C26] RogerJ. E., NellisseryJ., KimD. S. and SwaroopA. (2010). Sumoylation of bZIP transcription factor NRL modulates target gene expression during photoreceptor differentiation. *J. Biol. Chem.* 285, 25637-25644. 10.1074/jbc.M110.14281020551322PMC2919127

[BIO024679C27] RogerJ. E., HiriyannaA., GotohN., HaoH., ChengD. F., RatnapriyaR., KautzmannM.-A. I., ChangB. and SwaroopA. (2014). OTX2 loss causes rod differentiation defect in CRX-associated congenital blindness. *J. Clin. Invest.* 124, 631-643. 10.1172/JCI7272224382353PMC3904630

[BIO024679C28] RothW., SustmannC., KieslingerM., GilmozziA., IrmerD., KremmerE., TurckC. and GrosschedlR. (2004). PIASy-deficient mice display modest defects in IFN and Wnt signaling. *J. Immunol.* 173, 6189-6199. 10.4049/jimmunol.173.10.618915528356

[BIO024679C29] RytinkiM. M., KaikkonenS., PehkonenP., JääskeläinenT. and PalvimoJ. J. (2009). PIAS proteins: pleiotropic interactors associated with SUMO. *Cell. Mol. Life Sci.* 66, 3029-3041. 10.1007/s00018-009-0061-z19526197PMC11115825

[BIO024679C30] SanttiH., MikkonenL., AnandA., Hirvonen-SanttiS., ToppariJ., PanhuysenM., VautiF., PereraM., CorteG., WurstW.et al. (2005). Disruption of the murine PIASx gene results in reduced testis weight. *J. Mol. Endocrinol.* 34, 645-654. 10.1677/jme.1.0166615956336

[BIO024679C31] SchmidtD. and MullerS. (2003). PIAS/SUMO: new partners in transcriptional regulation. *Cell. Mol. Life Sci.* 60, 2561-2574. 10.1007/s00018-003-3129-114685683PMC11138616

[BIO024679C32] SeetB. T., DikicI., ZhouM.-M. and PawsonT. (2006). Reading protein modifications with interaction domains. *Nat. Rev. Mol. Cell Biol.* 7, 473-483. 10.1038/nrm196016829979

[BIO024679C33] SundvallM., KorhonenA., VaparantaK., AnckarJ., HalkilahtiK., SalahZ., AqeilanR. I., PalvimoJ. J., SistonenL. and EleniusK. (2012). Protein inhibitor of activated STAT3 (PIAS3) protein promotes SUMOylation and nuclear sequestration of the intracellular domain of ErbB4 protein. *J. Biol. Chem.* 287, 23216-23226. 10.1074/jbc.M111.33592722584572PMC3391121

[BIO024679C34] SwainP. K., HicksD., MearsA. J., ApelI. J., SmithJ. E., JohnS. K., HendricksonA., MilamA. H. and SwaroopA. (2001). Multiple phosphorylated isoforms of NRL are expressed in rod photoreceptors. *J. Biol. Chem.* 276, 36824-36830. 10.1074/jbc.M10585520011477108

[BIO024679C35] SwaroopA., KimD. and ForrestD. (2010). Transcriptional regulation of photoreceptor development and homeostasis in the mammalian retina. *Nat. Rev. Neurosci.* 11, 563-576. 10.1038/nrn288020648062PMC11346175

[BIO024679C36] SwindellE. C., BaileyT. J., LoosliF., LiuC., Amaya-ManzanaresF., MahonK. A., WittbrodtJ. and JamrichM. (2006). Rx-Cre, a tool for inactivation of gene expression in the developing retina. *Genesis* 44, 361-363. 10.1002/dvg.2022516850473

[BIO024679C37] TahkS., LiuB., ChernishofV., WongK. A., WuH. and ShuaiK. (2007). Control of specificity and magnitude of NF-kappa B and STAT1-mediated gene activation through PIASy and PIAS1 cooperation. *Proc. Natl. Acad. Sci. USA* 104, 11643-11648. 10.1073/pnas.070187710417606919PMC1913887

[BIO024679C38] TrapnellC., PachterL. and SalzbergS. L. (2009). TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 25, 1105-1111. 10.1093/bioinformatics/btp12019289445PMC2672628

[BIO024679C39] VietsK., EldredK. C. and JohnstonR. J.Jr (2016). Mechanisms of photoreceptor patterning in vertebrates and invertebrates. *Trends Genet.* 32, 638-659. 10.1016/j.tig.2016.07.00427615122PMC5035628

[BIO024679C40] WidagdoJ., TaylorK. M., GunningP. W., HardemanE. C. and PalmerS. J. (2012). SUMOylation of GTF2IRD1 regulates protein partner interactions and ubiquitin-mediated degradation. *PLoS ONE* 7, e49283 10.1371/journal.pone.004928323145142PMC3493543

[BIO024679C41] WongK. A., KimR., ChristofkH., GaoJ., LawsonG. and WuH. (2004). Protein inhibitor of activated STAT Y (PIASy) and a splice variant lacking exon 6 enhance sumoylation but are not essential for embryogenesis and adult life. *Mol. Cell. Biol.* 24, 5577-5586. 10.1128/MCB.24.12.5577-5586.200415169916PMC419860

[BIO024679C42] WuC.-S. and ZouL. (2016). The SUMO (Small Ubiquitin-like Modifier) ligase PIAS3 primes ATR for checkpoint activation. *J. Biol. Chem.* 291, 279-290. 10.1074/jbc.M115.69117026565033PMC4697162

[BIO024679C43] YagilZ., NechushtanH., KayG., YangC. M., KemenyD. M. and RazinE. (2010). The enigma of the role of protein inhibitor of activated STAT3 (PIAS3) in the immune response. *Trends Immunol.* 31, 199-204. 10.1016/j.it.2010.01.00520181527

How the deposited data were processed for this re-analysis (not part of the article)

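Retinal RNA of *Pias3+/+* and *Pias3-/-* mice at P21 and 18 months was sequenced by the authors in 12 samples of 2 retinas each, 3 per genotype and age. The authors aligned stranded paired-end reads to mm10 and counted them on genes with featureCounts, and the deposited counts are raw whole numbers for 24062 genes. The deposited tables of DEGs, 1 per age, give for each listed gene a log2 fold change and an FDR that the authors obtained with edgeR, and group means of FPKM that the authors computed with edgeR. The deposited tables hold listed DEGs only, so they were compared by gene and direction. All other values were computed here from the deposited counts.

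Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. For each age, 6 samples were fitted together, normalized by TMM, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were tested when their FPKM was at least 2 in at least 1 sample, and DEGs had an FDR of at most 0.05 and a fold change of at least 1.5. Log2 CPM values used a prior count of 2. A group at or under a floor of 3 counts in each library was given a lower bound for its fold change. The difference between the ages was tested as an interaction of genotype and age in 1 fit of the 12 samples. Sets of marker genes, listed by cell type, were tested with limma's camera, and locations of DEGs with Fisher's exact test, 2-sided, in windows of 20, 10 and 40 Mb around *Pias3*. Exact permutation tests of 3 samples against 3 are 2-sided and cannot give a p under 0.1.

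Depth per library was between 11607155 and 25622505 counts. Counts were simulated independently for each gene, with the average spread of these libraries at its expression level. Changes were added to genes of more than 50 counts, and differences shared by many genes of a library were not simulated. The simulated counts were tested in the same way, and detected means an FDR of at most 0.05 at any fold change. At P21, 56.7% of 1.5-fold, 97.0% of 2-fold and 100% of 4-fold changes were detected, with 4.52% of the detected genes false. At 18 months these shares were 67.2%, 92.5% and 100%, with 7.49% false. For the interaction, 81.5% of 2-fold changes at P21 only were detected, with 6.86% false.

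Named genes are those the paper names and, per age and direction, the 5 DEGs with the largest change among those whose genotypes did not overlap. Other names were chosen after their values were seen. The main choices, these names and most alternatives were set before the data were examined. The alternatives were the exact and likelihood ratio tests of edgeR, the Wald test of DESeq2 1.42.0, its size factors, library size alone, no FPKM filter, the filter of edgeR's filterByExpr, the FPKM filter after the FDR, an FDR of 0.01, no fold change cutoff, glmTreat, all 12 samples in 1 fit, a replicate block, *Xist* or the mean of pigment epithelium genes as a covariate, and leaving out each sample, the genes of the X and Y chromosomes, or those near *Pias3*. The replicate block rests on the numbers in the sample labels, which both genotypes share; the samples come from separate animals, and no pairing is stated. Corrections for gene length and GC content (lowess, span 0.3), the quasi-likelihood test without the legacy option, and combinations of alternatives were chosen after seeing the data. The legacy option is the default of this edgeR version, so naming it was no different setting.

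For a test of the grouping, the samples of each age were regrouped in all 10 ways, and genotypes were exchanged within same-numbered pairs for the interaction. Immunostaining, electroretinograms, immunoblots, qPCR, protein interactions and pathway enrichment were not analysed here. Values of some single genes are not reported here.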

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

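All tests in this part were chosen after the results were seen.

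The effect of *Pias3* loss differed between P21 and 18 months for 26 genes by the interaction of genotype and age in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper does not report a test of this difference. The interaction on the log2 scale was 1.05 for *Chst3* (FDR 0.0282), 1.86 for *2610507I01Rik* (0.00296), 0.74 for *Esrrb* (0.0282), -1.35 for *Gm2897* (0.0246), 1.02 for *Fndc1* (0.0117), 1.38 for *Pcdhb9* (0.00417), 1.02 for *Ano2* (0.00352), 2.19 for *Cldn23* (0.0174), 1.12 for *Dscaml1* (0.00803) and 0.70 for *Gnat1* (0.00803). Over 6 alternatives the FDR ranged from 1.16e-05 to 0.108 for *Chst3*, from 2.35e-13 to 0.0190 for *2610507I01Rik*, from 2.59e-04 to 0.108 for *Esrrb*, from 3.31e-05 to 0.105 for *Gm2897*, from 3.23e-06 to 0.0561 for *Fndc1*, from 2.00e-10 to 0.0264 for *Pcdhb9*, from 4.95e-11 to 0.0264 for *Ano2*, from 5.42e-06 to 0.0561 for *Cldn23*, from 4.56e-09 to 0.0264 for *Dscaml1* and from 5.61e-04 to 0.0264 for *Gnat1*. Of the transcript words of *Gm2897*, 92.8% occur in other genes.

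Exchanging genotypes within same-numbered pairs gave as many interaction genes in 5 of 32 arrangements, the real split included. Those 5 are among the 8 splits that keep the genotypes at P21, with up to 402 genes. In the 24 that exchange genotypes at P21, at most 1 gene passed. A change present at P21 alone would give many interaction genes however the 18-month samples are grouped, so the splits that keep the P21 genotypes do not decide whether the effect differs with age. The 18-month groups also differ in *Xist* (below). With the *Xist* covariate, 5 interaction genes passed.

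By camera, which ranks a set against the other genes, the interaction of 4 sets of marker genes stood apart. Rod genes had a mean interaction of 0.41 (17 of 17 genes higher, adjusted p 6.89e-15), lens genes of 6.65 (14 of 14, 6.33e-10), pigment epithelium genes of 1.34 (11 of 13, 0.00957) and genes of the ciliary body and iris of 1.10 (5 of 5, 0.0311). For the lens genes, lens tissue in 1 library is a candidate source: 13 of 13 lens genes were highest in *Pias3-/-* replicate 2 at 18 months. Lens genes rise together, so this count restates the pattern and does not test its source. That library had 4747 CPM of *Cryaa*, normalized over all 12 samples, a signal outside the genes the paper discusses. Lens genes took 0.788% of its counts. The means of the pigment epithelium and the ciliary body and iris sets moved when libraries were left out, to between 0.37 and 2.01 and between 0.30 and 1.26. Both lowest means came from leaving out that same library, and neither set then stood apart from the other genes (camera p 0.145 for pigment epithelium and 0.132 for ciliary body and iris, unadjusted). The pigment epithelium set also did not stand apart without *Pias3-/-* replicate 1 at P21 (mean 1.04, camera p 0.0839), without *Pias3-/-* replicate 3 at P21 (1.19, 0.0679) and with the *Xist* covariate (1.26, 0.0603). Tissue carried over in dissection was not ruled out for either set, and no biological explanation was tested for the lens signal.

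At 18 months, *Xist* had a log2 fold change of -12.46, and *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* together reached 4252 counts in a *Pias3-/-* library, against 0 or 1 in each *Pias3+/+* library. These are genes outside those the paper discusses. *Ddx3y* was at least 220-fold higher in *Pias3-/-* retina, *Uty* at least 97.7-fold, *Kdm5d* at least 143-fold and *Eif2s3y* at least 226-fold. At P21, *Xist* had 35641, 5 and 34728 counts in *Pias3+/+* and 8, 18 and 15790 counts in *Pias3-/-* replicates 1 to 3, and the 4 Y-linked genes had 0, 3081 and 0 counts, and 3626, 3887 and 1 counts. By *Xist* and the Y-linked genes, each *Pias3+/+* library at 18 months had the female pattern and each *Pias3-/-* library the male pattern. This sex difference between the groups is a candidate explanation of the lower *Kdm6a*, *Kdm5c*, *Ddx3x* and *Eif2s3x* at 18 months. With *Xist* as a covariate at P21, 3 of these 4 X-linked genes rose with *Xist* (p adjusted over the 4 of 0.00213 for *Kdm6a*, 0.0158 for *Kdm5c*, 0.331 for *Ddx3x* and 0.00213 for *Eif2s3x*). In that fit *Kdm5c* still differed by genotype, with a log2 fold change of -0.51 (p adjusted over the 4 of 0.00476). Its FDR over all tested genes was 0.0739 in the same quasi-likelihood fit. The other 3 did not differ by genotype there, at -0.22 for *Kdm6a*, -0.18 for *Ddx3x* and -0.006 for *Eif2s3x* (p adjusted over the 4 of 0.170, 0.301 and 0.950). Swapped genotype labels at 18 months went against the data, since *Pias3* fell by 0.84 on the log2 scale. Genotype and the *Xist* signal cannot be separated at 18 months with these samples.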

How the results depend on the processing

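Alternatives for gene length, GC content, the legacy option and combined settings were tests chosen after the results were seen. Of 1233 values of 56 single-gene results under alternatives, 1030 kept their direction and side of the threshold, 135 were weaker, 58 stronger and 10 reversed. Of 502 values of 33 results that compare groups, 381 were within the limits set for them. The cause was not tested for any change given here.

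The number of DEGs at P21 (99) was 250 with the exact test, 259 with the likelihood ratio test, 228 with DESeq2, 65 with library size alone, 11 with glmTreat, 196 with all 12 samples in 1 fit, 175 with a replicate block, 19 with the pigment epithelium covariate, 17 at an FDR of 0.01, 250 with all 12 samples and the likelihood ratio test, 241 with the gene length and GC correction, and 236 with the replicate block and gene length correction. It was from 6 to 340 across the 6 fits that each left out a sample. The share of these DEGs that were lower (75.8%) was 58.5% with library size alone and 52.6% with the pigment epithelium covariate. It was 86.2% without *Pias3-/-* replicate 2. *Pias3* at P21 had a log2 fold change of -0.62 (FDR 0.0602) with library size alone, -0.72 (0.184) with the pigment epithelium covariate, and from -0.79 to -0.64 with samples left out. *Opn1sw* at P21 changed direction with library size alone (0.0143), where the median of all tested genes moved from 0.00 to 0.09. The share of P21 DEGs near *Pias3* (6.06%) was 8.08% for the whole of chromosome 3, 4.41% with DESeq2, 4.60% with a replicate block and 4.69% with gene length correction.

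The number of DEGs at 18 months (31) was 56 with the exact test, 56 with the likelihood ratio test, 63 with DESeq2, 11 with glmTreat, 16 without genes on X and Y, 0 with the *Xist* covariate (149 genes with an unadjusted p of at most 0.05), 18 at an FDR of 0.01 and 70 with all 12 samples and the likelihood ratio test, and from 12 to 36 with samples left out. With the *Xist* covariate at 18 months, *Pias3* had -1.15 (FDR 1), and values reversed for *Kdm5c* (0.35), *Ddx3x* (0.59), *4930481A15Rik* (2.96), *Tnfrsf8* (3.22), *Optc* (-14.27), *Gpx3* (-9.03), *Gstm1* (-1.38) and *Col4a1* (-2.08). With the gene length and GC correction, *Gnat1* at 18 months was -0.0195. The share of 18-month DEGs near *Pias3* (13.3%) was 6.67% in a window of 10 Mb. At 18 months, the circadian set was 0.0306 and the immediate early set -0.0291 with gene length correction, and the pigment epithelium set 0.26 with a replicate block.

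Of the qPCR genes (10 called), 20 were called with the exact test, 20 with the likelihood ratio test, 21 with DESeq2, 17 with all 12 samples in 1 fit, 18 with a replicate block, 6 with the pigment epithelium covariate, 21 with all 12 samples and the likelihood ratio test, 17 with the gene length and GC correction, 19 with the block and length correction, and from 3 to 20 with samples left out. In the same order, genes of the *Egr1* network (8 called) numbered 21, 21, 22, 17, 19, 1, 22, 15 and 13, and from 0 to 19 with samples left out. Pathway genes (10 called) numbered 21, 21, 22, 18, 17, 2, 22, 16 and 17, with 4 for library size alone, 5 with the *Xist* covariate, and from 0 to 22 with samples left out. The number of pathway genes with lower expression was 22 under each of these alternatives, samples left out included.

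The number of interaction genes (26) was 99 with the likelihood ratio test, 5 with the *Xist* covariate and from 6 to 33 with samples left out. The interaction of the pigment epithelium set was 1.26 with the *Xist* covariate and from 0.37 to 2.01 with samples left out, and that of the ciliary body and iris set from 0.30 to 1.26. With samples left out at P21, the ciliary body and iris set ranged from -0.0275 to 0.18, the circadian set from -0.0526 to 0.0632 and the immediate early set from -0.0585 to 0.23. At 18 months, the circadian set ranged from -0.0191 to 0.0216, the immediate early set from -0.10 to 0.12, the lens set from 0.74 to 7.14, the rod set from -0.0352 to 0.0597, the pigment epithelium set from -0.38 to 1.23 and the set of stroma and choroid from -0.0504 to 2.26.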

Differences from the paper's values

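Comparisons with the genes of single figures were chosen after the results were seen.

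The paper's number of DEGs at P21 is 195, against 99 here. Of the alternatives set before the data were examined, 8 of 23 were within 1.5 times the paper's number. These were all 12 samples in 1 fit (196), a replicate block (175), DESeq2 (228), edgeR's exact test (250), the likelihood ratio test (259), filterByExpr (130), no fold change cutoff (142) and leaving out *Pias3-/-* replicate 3 (154). The others were not: DESeq2's size factors (103), an FDR of 0.01 (17), the FPKM filter after the FDR (102), the pigment epithelium covariate (19), the *Xist* covariate (87), glmTreat (11), library size alone (65), no FPKM filter (125), no X and Y genes (101), no genes within 20 Mb of *Pias3* (89), and leaving out *Pias3-/-* replicate 1 (6) or 2 (340) or *Pias3+/+* replicate 1 (12), 2 (8) or 3 (6). Of the authors' genes at P21, 160 were DEGs with all 12 samples in 1 fit and 180 with the likelihood ratio test. Chosen after seeing the values, all 12 samples in 1 fit with the likelihood ratio test gave 250 DEGs, 183 of them shared with the authors' deposited table, the gene length and GC correction gave 241, and the replicate block with gene length correction gave 236.

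The paper's number at 18 months is 69, against 31 here. Of the alternatives set before the data were examined, 3 of 23 were within 1.5 times the paper's number: DESeq2 (63), the exact test (56) and the likelihood ratio test (56). The others gave 41 or fewer. Chosen after seeing the values, all 12 samples in 1 fit with the likelihood ratio test gave 70 DEGs, 49 of them shared with the authors' deposited table.

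The paper selects the 28 genes of Fig. 6C as DEGs above an FPKM it states. Here, 14 of the 28 exceeded that level in a P21 library, and 10 were DEGs. Of the 28, 9 are not in the authors' deposited table for P21, among them *Gnat1*, *Pde6a*, *Nr2e3* and *Gm3383*, and also *Opn1mw* and *Opn1sw*, which the paper says were not DEGs. For *Gm3383* the highest FPKM was 0.995. More of the 28 were DEGs with the exact test (20), the likelihood ratio test (20), DESeq2 (21), all 12 samples in 1 fit (17) and a replicate block (18). Chosen after seeing the values, all 12 samples in 1 fit with the likelihood ratio test called 21, the gene length and GC correction 17, and the replicate block with gene length correction 19.

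The paper draws the genes of its Fig. 6E and Fig. 6G and 6H from its DEGs at P21. Of the 23 genes of Fig. 6E in the count table, 8 were DEGs here, and of the 23 of the pathways, 10. Settings that called more were the exact test (21 and 21), the likelihood ratio test (21 and 21), DESeq2 (22 and 22), all 12 samples in 1 fit (17 and 18) and a replicate block (19 and 17). Chosen after seeing the values, all 12 samples in 1 fit with the likelihood ratio test called 22 and 22, the gene length and GC correction 15 and 16, and the replicate block with gene length correction 13 and 17. Of the 12 genes of Fig. 7D, 11 were tested at 18 months and 4 were DEGs, against 7 with the likelihood ratio test.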

Other observations

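All tests in this part were chosen after the results were seen.

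In other splits of the 6 samples that part the same-numbered pairs as the real one does, the real split was the 1 of 4 with as many DEGs, at P21 and at 18 months. The other 3 splits of each age gave 0 DEGs, and the 6 that part fewer pairs gave at most 5 at P21 and 0 at 18 months. With only 4 such splits, this test cannot tell an effect of genotype from chance.

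Rod genes were lower as a set in *Pias3-/-* retina at P21, with a mean log2 fold change of -0.41 and 17 of 17 genes lower (camera against the other genes, adjusted p 1.04e-11), and from -0.43 to -0.38 with samples left out. The mean was -0.32 with library size alone, where the median of all tested genes went from 0.00 to 0.09. All 17 genes stayed lower there (camera p 1.97e-12, unadjusted), and the mean was -0.41 with DESeq2's size factors. Scaling moves all genes of a library alike, so no choice of it could add or remove a difference from the other genes. These values therefore do not test normalization as the source of that difference, and show only that the direction held under these scalings. The mean was -0.41 with gene length correction, against a gene length bias, -0.40 with the pigment epithelium covariate, against pigment epithelium carried over, and -0.41 with the *Xist* covariate, against a sex difference between the groups. The circadian set did not stand apart from the other genes (camera p 0.555), but it mixes clock genes of opposite phase, which cancel in a set mean. *Cry1*, named after its value was seen, was a DEG (log2 fold change 0.84, FDR 0.0336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each sample left out in turn its FDR was between 0.00150 and 0.200. The rod pattern cannot be told apart from a difference in time of day. Among the 4 splits that part all same-numbered pairs, 1 moved the set as far, the real one, and with so few splits a grouping of samples by chance cannot be told apart from genotype. That rod transcripts may be lower at P21 through loss of *Pias3* remains a hypothesis, found and tested on the same data. Other sets were also lower at P21: cone genes (mean log2 fold change -0.20, 10 of 14 lower, adjusted p 0.00678), pigment epithelium genes (-0.82, 10 of 12, 9.61e-04) and lens genes (-1.80, 10 of 10, 5.79e-05). With samples left out, these means ranged from -0.21 to -0.18, from -1.51 to -0.53 and from -2.39 to -1.12, respectively. For pigment epithelium and lens genes the genotypes overlapped, so camera's ranking against other genes shows no separation of libraries. Pigment epithelium genes averaged 3.94 log2 CPM in *Pias3-/-* replicate 2, above *Pias3+/+* replicates 2 (3.86) and 3 (3.75). Lens genes averaged 2.04 log2 CPM in *Pias3-/-* replicate 1, above *Pias3+/+* replicate 1 (1.64). With library size alone, the cone mean was -0.11, with 7 of 14 genes lower (camera p 0.00750, unadjusted). At 18 months, cone genes were lower (-0.13, 13 of 14, 0.00629) and rod genes were not (0.01, 7 of 17, 0.794).

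Of 30 DEGs at 18 months with a known location, 4 lay within 20 Mb of *Pias3* (13.3%, odds ratio 6.27) and 10 on chromosome 3, where they span 96269700 to 135423433. With *Pias3* left out, the odds ratio was 4.70 (Fisher's exact test, 2-sided, p = 0.0320). Alleles of the embryonic stem cells flanking *Pias3* are a candidate explanation of DEGs there. At P21 the same test with *Pias3* left out gave an odds ratio of 2.21 (Fisher's exact test, 2-sided, p = 0.0863), and at 18 months a window of 10 Mb, *Pias3* included, gave 4.06 (Fisher's exact test, 2-sided, p = 0.0956). Other windows that include *Pias3* gave, by the same exact test, 15.0 within 40 Mb (p = 2.23e-08), 9.94 for the whole of chromosome 3 (p = 8.45e-07) and 6.27 within 20 Mb (p = 0.00562) at 18 months. At P21 the exact test gave 3.06 within 10 Mb (p = 0.0289), 2.65 within 20 Mb (p = 0.0321), 2.64 within 40 Mb (p = 0.0156) and 1.73 for the whole of chromosome 3 (p = 0.151). The tests do not separate such alleles from an effect of *Pias3* on its neighbours.

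Of 99 DEGs at P21, 17 lay on chromosome 8 (odds ratio 3.61, adjusted p 5.54e-04) and 9 on chromosome 18 (odds ratio 3.61, adjusted p 0.0165). A segment of another strain could give this for chromosome 8; chromosome 18 was not tested further. At 18 months, 7 of 16 DEGs on chromosome 8 changed in the same direction with an unadjusted p of at most 0.05, against 22 of 66 on other autosomes than 3 and 8 (Fisher's exact test, 2-sided, p = 0.561). By direction alone, 16 of 16 recurred, against 50 of 66 (Fisher's exact test, 2-sided, p = 0.0326). As these tests differ, such a segment can neither be shown nor ruled out.

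With the mean of pigment epithelium genes as a covariate, there were 19 DEGs at P21, 18 of them among the 99 without it. This mean was 4.01, 3.86 and 3.75 log2 CPM in *Pias3+/+* and 2.27, 3.94 and 2.82 log2 CPM in *Pias3-/-* replicates 1 to 3. Pigment epithelium carried over may contribute to the number of DEGs, and cannot be told apart from genotype, since the covariate also differs between the genotypes.

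The genes of the pathways in Fig. 6G and 6H kept a median log2 fold change of -0.65 after the gene length correction. The correction took Spearman's correlation of log2 fold change with gene length across all tested genes from -0.35 to 0.03. After it, 22 of the 23 pathway genes stayed lower. These values argue against a gene length bias as the source of the whole decrease of these 23 genes. The paper drew them from its DEGs in the same libraries, so their direction is not an independent result. For *Egr1*, a response to light or dissection would raise other immediate early genes. As a set of 7 without *Egr1*, these had a mean log2 fold change of -0.02, with 3 of 7 higher, and did not stand apart from the other genes (camera p 0.967). With the *Xist* covariate, 6 of 7 were higher (camera p 0.403). With the pigment epithelium covariate, 2 of 7 were higher, with a mean of -0.23 (camera p 0.363). The set holds only genes that passed the FPKM filter. *Egr3*, which did not pass and is named after its values were seen, had 7, 7 and 6 counts in *Pias3+/+* and 22, 10 and 27 counts in *Pias3-/-* retina at P21, and such a response cannot be ruled out.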
